# Charting the transcriptional landscape of cells of renin lineage following podocyte depletion

**DOI:** 10.1371/journal.pone.0189084

**Published:** 2017-12-12

**Authors:** Aaron D. McClelland, Julia Lichtnekert, Diana G. Eng, Jeffrey W. Pippin, Kenneth W. Gross, Sina A. Gharib, Stuart J. Shankland

## Abstract

Renin producing cells of the juxtaglomerulus, herein called cells of renin lineage (CoRL), have garnered recent interest for their propensity to act as a progenitor source for various kidney cell types including podocytes. Despite recent advances, the process of transdifferentiation of CoRL to podocytes is poorly understood. In this study, we employed a transgenic reporter mouse line which permanently labels CoRL with ZsGreen fluorescent protein, allowing for isolation by fluorescence-activated cell sorting. At 5 days following induction of abrupt podocyte ablation via anti-podocyte sheep IgG, mice were sacrificed and CoRL were isolated by FACS. RNA was subsequently analyzed by microarray. Gene set enrichment analysis (GSEA) was performed and revealed that CoRL display a distinct phenotype following podocyte ablation, primarily consisting of downregulation of metabolic processes and upregulation of immuno-modulatory processes. Additionally, RNA-biology and cell cycle-related processes were also upregulated. Changes in gene expression or activity of a core set of transcription factors including HNF1 and E2F were identified through changes in enrichment of their respective target genes. However, integration of results from *transcription factor* and *canonical pathway* analysis indicated that ERR1 and PU-box family members may be the major contributors to the post-podocyte ablation phenotype of CoRL. Finally, top ranking genes were selected from the microarray-based analysis and confirmed by qPCR. Collectively, our results provide valuable insights into the transcriptional regulation of CoRL following abrupt podocyte ablation.

## Introduction

The kidney is a highly specialized and structurally complex organ comprised of several unique cell types, each of which serve distinct roles in metabolite reclamation and urine concentration [1–4]. Additionally, the kidney is pivotal in systemic blood pressure regulation through its near exclusive production of renin, the rate limiting enzyme in the renin-angiotensin system. Kidney renin secretion is mediated by a small population of cells that associate with the afferent glomerular arteriole, which in conjunction with the arteriole endothelial cells and smooth muscle cells comprise the juxtaglomerular apparatus [5]. This structure forms an integral link between upstream and downstream sections of the nephron via the macula densa in the distal proximal tubule resulting in so-called tubulo-glomerular feedback [6].

Recently, these renin secreting juxtaglomerular cells, herein called cells of renin lineage (CoRL), have been demonstrated to act as a progenitor reservoir for various cells within the glomerulus for both epithelial and mesenchymal lineages [7, 8]. In particular, lineage tracing experiments has shown that following podocyte loss in experimental disease, a subset of CoRL migrate from the afferent arteriole into the glomerular tuft, where they *de novo* express several podocyte markers, and a subset exhibit ultrastructural features of podocytes [9]. Importantly, translocation and differentiation of CoRL on the tuft occurs concomitantly with stabilization or in some cases, decreases in albumin secretion, along with increase in podocyte density. Administration of ACE-inhibitors and angiotensin receptor blockers augment this reparative phenotype thereby supporting this novel paradigm of *de novo* post-natal podocyte regeneration [10].

This emergent field has important clinical implications especially in the various nephropathies typified by podocyte depletion such as diabetic kidney disease, membranous nephropathy and many forms of FSGS [11]. However, the molecular pathways activated and suppressed in CoRL under disease states remain poorly understood. Using CoRL reporter mice which enabled FACS sorting of labeled CoRL, we employed an experimental model of FSGS to determine the transcriptional consequences of abrupt podocyte loss in this cell population.

## Materials and methods

### Study animals

Ren1cCre×Rs-ZsGreen-R reporter mouse labels the Ren1c expressing cells with ZsGreen. These are derived from *Ren1c*Cre mice which contain Cre recombinase under control of the renin regulatory region [12] and the B6.Cg-*Gt(ROSA)26Sor*^*tm6(CAG-ZsGreen1)Hze*^/J which contain a *loxP*-flanked STOP cassette controlling CAG-driven expression of ZsGreen (Jackson Labs Stock # 007906) [13]. Thus, progeny containing the *Ren1c*Cre transgene in addition to the *loxP*-controlled ZsGreen cassette, constitutively and permanently label any cells which express, or have expressed renin.

### Isolation of ZsGreen labeled CoRL

Fresh mouse kidneys were removed, and the capsules and fat were dissected away under aseptic conditions. Kidney cortex was removed from the rest of the kidney with a sterile scalpel and minced. Tissue was digested in 0.2mg/ml Liberase TL (Sigma-Aldrich, St. Louis, MO), 100 U/ml DNAse I (Sigma-Aldrich, St. Louis, MO) in RPMI 1640 medium, without L-glutamine or phenol red (GE Healthcare Bio-Sciences, Pittsburgh, PA) by shaking in a 37°C water bath for 30 minutes. The digest was passed through a 22G needle (Becton Dickenson, Franklin Lakes, NJ) 10 times to further dissociate the tissue, then inactivated by combining with 5ml of in media consisting of RPMI 1640 medium, without L-glutamine or phenol red (GE Healthcare Bio-Sciences, Pittsburgh, PA) supplemented with 1mM sodium pyruvate (ThermoFisher Scientific, Waltham, MA), 9% Nu-Serum^™^ IV Growth Medium Supplement (Corning Incorporated—Life Sciences, Durham, NC) and 100U/ml Penicillin-Streptomycin (ThermoFisher Scientific, Waltham, MA). The suspension was passed through a 100μm, then a 40 μm cell strainer (BD Biosciences, San Jose, CA), to clear multicellular debris, then pelleted by centrifugation at 200G at 4°C for 5 minutes. The cells were re-suspended in the media described above, counted and isolated using multicolor fluorescence-activated cell sorting (FACS) on a BD FACS Aria II (BD Biosciences, San Jose, CA) housed within a BSL1/2 approved biosafety cabinet. Sorted cells were pelleted by centrifugation and snap frozen in liquid nitrogen until isolation of RNA. The entire procedure took 6-7h per animal.

### Experimental FSGS

Experimental FSGS was induced in Ren1cCre×Rs-ZsGreen-R mice with a cytotoxic anti-glomerular antibody, as we have previously reported [14]. Briefly, two doses of sheep anti-glomerular antibody at 12 mg/20g of body weight via intraperitoneal injection, 24 hours apart, induced abrupt podocyte depletion. Mice were euthanized 5 days following the second dose of sheep anti-glomerular antibody (n = 4). Age matched mice which did not receive sheep anti-glomerular antibody were used as baseline controls (n = 4).

Mice were bred and housed in the animal care facility at the University of Washington under specific pathogen-free conditions and provided ad libitum food and water. Animals euthanized for studies were given a ketamine-xylazine cocktail overdose, prior to cardiac perfusion and tissue harvest. All studies were reviewed and approved by the University of Washington under IACUC protocol (2968–04).

### Microarray pipeline

RNA from FACS isolated ZsGreen CoRL was isolated using Qiagen RNeasy Plus Mini Kit according to the manufacturers protocol. Extracted RNA yield and purity were determined using a NanoDrop ND-1000. RNA integrity was determined using an Agilent 2100 Bioanalyzer, samples with RIN ≥ 8 were considered to be of sufficient quality for microarray analysis. Due to low sample yield, samples were amplified prior to cDNA synthesis and labeling using Ovation Pico WTA System V2 Kit (Nugen, San Carlos, CA). Sample labeling and hybridization was performed using the MouseRef-8 (v2.0) Expression BeadChip Kit (Illumina, San Diego, CA). Microarray image processing and data acquisition was performed using the Illumina iScan system at Fred Hutchinson Cancer Research Center’s Genomics Shared Resource.

Detailed microarray experiment description, meeting Minimum Information About a Microarray Experiment (MIAME) requirements, has been deposited at Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo, GSE104416).

### Microarray data analysis

Microarray data was assessed for quality and underwent quantile normalization using the Bioconductor package “*lumi*” [15]. Multidimensional scaling using Principal Component Analysis (PCA) was performed based on the entire transcriptional profile of all samples. Differentially expressed genes between baseline control (n = 4) and experimental FSGS samples (n = 4) was determined using a Bayesian implementation of the *t*-test (CyberT, http://cybert.ics.uci.edu/) on log_2_-transformed intensities [16]. Multiple hypothesis testing was addressed using Benjamini-Hochberg’s FDR procedure [17]. Functional enrichment of differentially expressed genes (defined as those with FDR ≤ 0.01) was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.8) based on Gene Ontology annotations. We used an FDR ≤ 0.01 to designate significant enrichment for a given GO category.

### Gene set enrichment analysis

Following normalization and statistical analysis of the microarray data, probes aligning to the same genomic transcript were collapsed by averaging their data, thereby reducing the number of probe identifiers from 25,698 to 18,138 unique transcripts. The unique gene expression dataset was analyzed using GSEA with 1000 gene set permutations and FDR threshold ≤ 0.01 used for determining significance [18]. The following databases from MsigDB (v6.0) were utilized: Hallmark (50 gene sets), Curated Gene Sets (CP set only, 1329 gene sets), Motif Gene Sets (TFT set only, 615 gene sets) (http://software.broadinstitute.org/gsea/msigdb/collections.jsp) via the javaGSEA desktop application. Relationships among enriched gene sets (FDR ≤ 0.01) were depicted based on the number of shared genes between pathways using a network-based visualization method (www.baderlab.org/Software/EnrichmentMap/) within the Cytoscape environment [19, 20]. Integration of transcription factor and canonical pathway gene set enrichment analysis was performed using R statistical programming language [21]. R packages utilized include *colormap* [22], *gplots* [23], *openxlsx* [24] and *venneuler* [25].

### Circos plot

Circos plots were generated from command line using the *tableviewer* plugin. Following integration of the *transcription factor* and *canonical pathway/hallmark* test results data were converted into a contingency table for use with Circos. Transcription factors which only have targets in a single pathway were not plotted in both baseline and day 5 plots. In baseline samples, only genes, pathways and transcription factors which were significantly dysregulated at FDR ≤ 0.01 were considered. In day 5 samples, only genes, transcription factors and pathways that were significantly dysregulated at FDR ≤ 0.001 were considered. To further reduce plot complexity from day 5 data, only transcription factor-pathway interactions containing at least 4 member genes were plotted.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 6. Statistical significance was determined with the use of unpaired Student’s *t*-test utilizing Welch’s correction. This accounts for possible inequalities in sample variances between the test groups where appropriate. The significance threshold was set at *P*-value ≤ 0.05 and comparisons exceeding this were deemed non-significant.

## Results

### Isolation of ZsGreen-CoRL RNA from mouse renal cortex

The present study utilized *Ren1c*Cre×Rs-ZsGreen-R (ZsGreen) mice which possess a renin-driven Cre locus. This construct mediates activation of Rosa26-promoted ZsGreen transgene resulting in constitutive ZsGreen fluorescent protein expression as a result of Lox-Stop intron excision. The above developmentally expressed transgene system resulted in consistent juxtaglomerular expression of ZsGreen with negligible expression observed in pericytes (Fig 1a). ZsGreen expressing cells constituted ~1.7% of all gated events, ~2200 ZsGreen^+/+^ cells per 1.27 x 10^5^ events, during FACS analysis of renal tissue dissociates from ZsGreen mice (Fig 1b). Total RNA recovered from these cells was of sufficient quality for microarray analysis as determined by digital electrophoresis with all samples having RNA integrity number (RIN) ≥ 8 (Fig 1c).

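Transcript levels were measured in ZsGreen-positive CoRL sorted from the kidney cortex of 8 mice. Of these, 4 were uninjured and 4 had received sheep antibody against glomerular antigens, given as 2 doses with 24 h in between (12 mg for every 20 g of body weight), and were studied on day 5 after the second dose. ZsGreen is switched on for good when the renin promoter is active, so the sort takes cells that make renin and cells that once did. The RNA of each mouse was amplified and hybridized to 1 array, an Illumina MouseRef-8 v2.0 BeadChip, a one-colour array whose deposited table gives an intensity and a detection p-value against negative control beads for 25697 probes. Probes detected at a p under 0.01 numbered 5793, 8365, 10016 and 12052 in uninjured replicates 1 to 4 and 11700, 11340, 11153 and 11681 in day 5 FSGS replicates 1 to 4. Of all probes, 23978 carry 1 gene symbol and 1719 are unnamed here. The probes of a gene were averaged, which gave 16593 genes, 4777 of them with more than 1 probe. Ren1, Akr1b7, Nphs1 and Csf1r, which mark renin cells, podocytes and macrophages, were not analysed here because no named probe was matched to them.

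The authors stabilized the variance and quantile normalized the signals with lumi. Here the deposited signals were corrected for background by normexp from the detection p-values with an offset of 16, quantile normalized and put on the log2 scale, without a filter on dim probes. The groups were compared gene by gene with limma, and a gene was called at an adjusted p of at most 0.01 (Benjamini-Hochberg), the threshold of the study. In addition, 40 lists of genes for pathways and cell types were fixed before the data were examined. The values in the paper's tables, S1 Table among them, had been seen when the lists were written. S1 Table holds 17 of 35 macrophage and monocyte markers, 10 of 36 immune receptor signalling genes and 8 of 35 antigen presentation genes. It holds 0 of 72 oxidative phosphorylation genes. Tests of lists that share genes with it are not fully independent of the paper. Each list was tested with camera at a preset correlation of 0.01 between genes and called at an adjusted p of at most 0.05 over the 40 lists. The Bayesian test (CyberT) and the unequal-variance test of the methods were run beside limma. No list was called when the correlation was estimated from its own genes, and that p is given beside each list. For a gene below background on every array of a group, "at least N-fold" sets the mean of the brighter group against the lowest detected signal of the dimmer one. The number of arrays, 4 per group, limits the precision of every value.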

**Fig 1:**
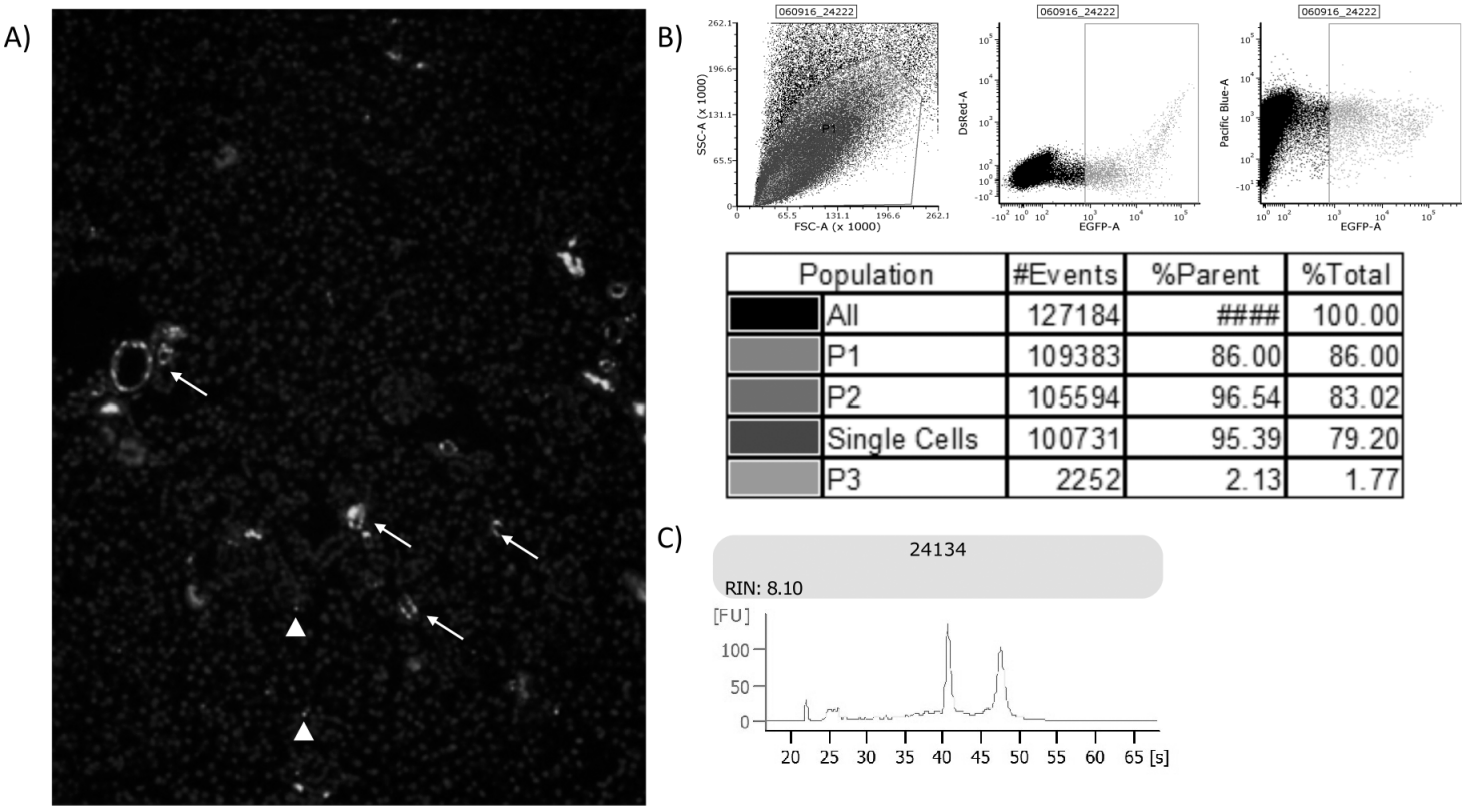
Labeling and isolation of CoRL by FACS. (A) ZsGreen is expressed in juxtaglomerular apparati (arrows) with minimal marking of interstitial pericytes (arrow heads). (B) Representative gating strategy for sorting and recovery of ZsGreen positive cells from collagenase digested renal cortices. (C) Representative electropherogram from digital gel electrophoresis demonstrating minimal sample degradation following extraction.

### Podocyte ablation perturbs global gene expression in CoRL

Principal component analysis (PCA) aims to reduce potentially correlated high dimensional data to its linearly uncorrelated components in lower dimensional space and therefore affords simple evaluation of group-group similarity. PCA indicated the majority of variance in global gene expression between samples is captured by the first three components and that uninjured CoRL (Fig 2a, cyan spheres) segregated from day 5 post-disease induction CoRL (Fig 2a, magenta spheres). This unbiased approach implied that the primary driver of gene expression variability is significant inter-group transcriptional phenotypes and not intra-group differences.

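On the first principal component, every day 5 FSGS mouse scored above every uninjured mouse. This component carried 65.2% of the variance of 16593 genes, and components 2 and 3 carried 13.3% and 5.85%, 84.4% for the 3 together. Scores on component 1 were -39.8 ± 11.4 (SD, n = 4) in uninjured CoRL and 39.8 ± 31.1 (SD, n = 4) in day 5 CoRL, a difference of 79.7 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). Day 5 FSGS replicate 3 lay between the groups at -1.02, while the other day 5 mice scored 33.6, 57.0 and 69.8. The genes that mark macrophages and monocytes, such as phagocyte receptors and complement C1q, had the same order, with a mean log2 level of 8.38 in this mouse, 9.50 to 9.97 in the other 3 day 5 mice and 6.82 to 7.24 in the uninjured mice. Component 2 set uninjured replicate 1, the array with the fewest detected probes, at 43.6, apart from 1.87, -17.0 and -27.0 in the other uninjured mice. The exact p for component 1 was 0.0571 without any 1 of the 4 uninjured mice. Without both uninjured replicate 1 and day 5 FSGS replicate 3, a choice made after seeing the data, the difference was 94.1 and the exact p 0.1, the smallest that 3 mice against 3 allow.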

**Fig 2:**
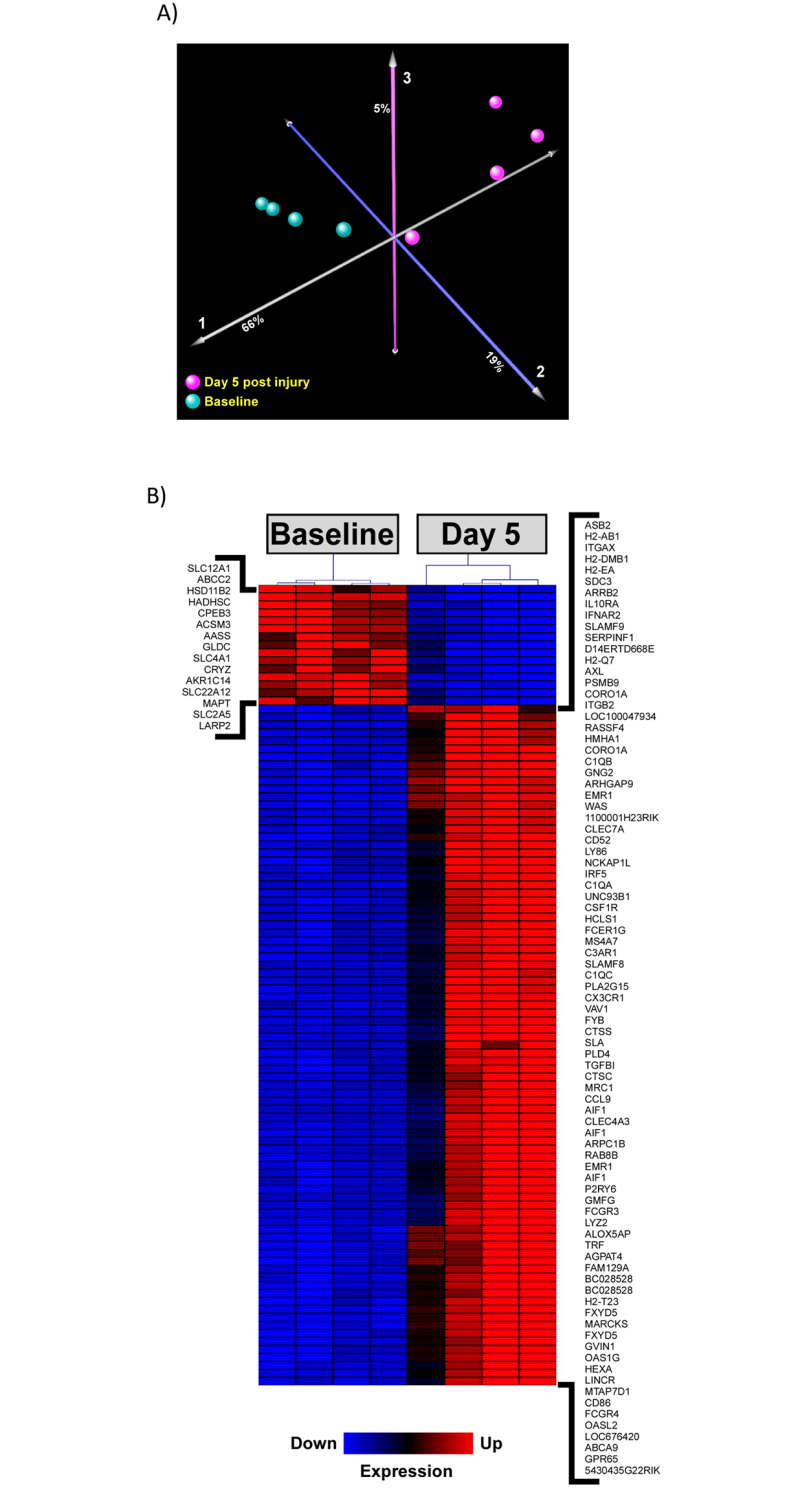
Podocyte ablation induces transcriptional changes in CoRL. (A) Principal component analysis of the entire microarray data reveals considerable changes induced in the transcriptional landscape of CoRL in response to podocyte ablation. The majority of global gene expression variability (~90%) was captured by the first three orthogonal components as depicted. (B) Heatmap representation of the top 100 most significantly dysregulated genes based on false discovery rate (FDR) analysis. Red color indicates upregulated and blue color represents downregulated expression (based on z-scores). Gene list is available in S1 Table.

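Before normalization, the median probe signal was 167.2 to 234.5 on the arrays of uninjured CoRL and 157 to 200.5 on those of day 5 CoRL. In the authors' deposited table of variance-stabilized and quantile normalized values, the column medians were 154.3 to 154.4 on a linear scale. After the normalization used here the median log2 level was 5.44 on each of the 8 arrays. Across genes, pairs of uninjured mice correlated with a median Spearman correlation of 0.904 and pairs of day 5 mice with 0.924, against 0.865 for pairs from different groups. These are correlations across genes, which are not independent replicates. Uninjured pairs ranged from 0.847 to 0.928, day 5 pairs from 0.893 to 0.947 and mixed pairs from 0.772 to 0.924.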

Inter-sample variance was appropriately controlled for via variance stabilization transformation followed by quantile normalization (S1 Fig). Furthermore, intra-group similarity and inter-group variance, as indicated by PCA plot, is highlighted in heatmap representation of the top 100 most significantly dysregulated genes (ranked by FDR) where the heatmap dendrogram represents sample-to-sample similarity (Fig 2b). 

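The first 4 genes of S1 Table were the urate transporter of the proximal tubule Slc22a12, the heparan sulfate proteoglycan syndecan 3 (Sdc3), the receptor adaptor beta-arrestin 2 (Arrb2) and the receptor tyrosine kinase Axl. Slc22a12 fell by 2.49 on the log2 scale in day 5 CoRL (SE 0.26, adjusted p = 0.00375 from limma), from 8.87 ± 0.14 to 6.38 ± 0.57 (SD, n = 4 mice each). Sdc3 rose 6.18-fold (adjusted p = 0.00184), Arrb2 6.36-fold (adjusted p = 0.00168) and Axl 6.63-fold (adjusted p = 0.00184), each higher in all 4 day 5 mice than in all 4 uninjured mice. In day 5 FSGS replicate 3, Arrb2 stood at 9.43 on the log2 scale, against 10.08 to 10.16 in the other 3 day 5 mice. Of the 100 probes of S1 Table, which the paper lists as 85 up and 15 down, all changed in the listed direction here, and 92 passed the threshold when each probe was tested on its own. Log2 changes correlated with those of S1 Table with a Spearman coefficient of 0.642 across probes, which was 0.991 without background correction and 0.996 in the authors' table. Clustered on these probes, the arrays formed 2 branches, the 4 uninjured mice and the 4 day 5 mice. The study chose the probes on these samples, so neither direction nor clustering is independent evidence. Among the arrays left out singly, the calls of Sdc3, Arrb2 and Axl ended only without day 5 FSGS replicate 1 (adjusted p = 0.0117, 0.0114 and 0.0117), and that of Slc22a12 ended without each of the 4 uninjured mice and day 5 FSGS replicates 1 and 2 (up to 0.0172).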

At the global level, more genes were observed to be downregulated than upregulated (9,966 *vs* 8,172 respectively) (S2 Fig).

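Of 16593 genes, 9170 had a lower and 7423 a higher mean in day 5 CoRL, with a median log2 change of -0.033. The order was the reverse among the 6964 genes detected on all arrays of a group, with 3310 lower and 3654 higher. At an adjusted p of at most 0.01 from limma, 317 genes rose and 66 fell, so that 82.8% of the 383 called genes were higher. Hexokinase 2 (Hk2), which starts glucose breakdown, rose 9.44-fold (SE of the log2 change 0.34, adjusted p = 0.00360). Pla2g15, a lysosomal phospholipase, rose 9.22-fold (adjusted p = 0.00711), and Rab7b, a small GTPase of late endosomes, rose 8.69-fold (adjusted p = 0.00375). Among the largest falls, the mRNA-binding protein Cpeb3 fell by 2.01 on the log2 scale (adjusted p = 0.00546), Gas2, which binds actin filaments, by 1.87 (0.00938) and the insulin receptor substrate Irs1 by 1.84 (0.00938). Phyhipl decreased by 1.60 and Wrap53, a protein of the telomerase complex, by 1.47 on the same scale. The authors' table gave smaller log2 changes, such as 1.41 for Rab7b, -0.74 for Gas2 and -0.66 for Phyhipl. When arrays were left out singly, these genes kept their calls only without day 5 FSGS replicate 3 (adjusted p up to 0.0206 for Hk2, 0.0283 for Pla2g15 and 0.0338 for Irs1 and Phyhipl). For 3326 genes, 20.0%, the 4 day 5 values lay on one side of the 4 uninjured values, where chance gives 2.86%. Of the called genes, 57 were not above background in any uninjured mouse.

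At an adjusted p under 0.05 from limma, 2377 genes passed with all arrays. Between 731 and 1722 passed when any 1 array but day 5 FSGS replicate 3 was left out, and 3729 without that array. The 383 called genes kept their direction whichever array was left out. The number of calls, at an adjusted p of at most 0.01, depended on single arrays. Genes higher and lower numbered 31 and 3 without uninjured replicate 1, 25 and 1 without replicate 2, 37 and 1 without replicate 3, and 31 and 1 without replicate 4. Without day 5 FSGS replicate 1 limma called 0 and 0 genes (2238 higher and 2221 lower at an unadjusted p under 0.05), without replicate 2 it called 27 and 0 (2056 and 1867 unadjusted), and without replicate 4 it called 23 and 1. The count was largest without day 5 FSGS replicate 3, with 1207 and 724, which held all 383. With that array and uninjured replicate 1 both left out, a choice made after seeing the data, 1060 rose and 592 fell. The share of calls that were higher was 95.0% with median scaling (719 and 38 genes), which moved the median change of all genes to -0.18, and 56.5% with scaling to the 75th percentile (579 and 446 genes), which moved it to -0.52.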

### Immune and metabolic-related genes were inversely dysregulated in CoRL following podocyte ablation

To evaluate how podocyte ablation altered the functional state of CoRL, we performed Gene Ontology (GO) analysis on differentially up and downregulated genes (FDR ≤ 0.01) [26]. 

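Genes of mitochondrial energy metabolism were lower in day 5 CoRL. Of 72 measured subunits of the respiratory chain and ATP synthase, 71 had a lower mean, with a median log2 change of -0.63. The Rieske protein of complex III, Uqcrfs1, fell by 1.02 (SE 0.14, adjusted p = 0.00627 from limma) and the complex I subunit Ndufa6 by 0.83 (SE 0.13, adjusted p = 0.00924). These were the 2 calls over all genes, with 22 adjusted over the list alone. The list was lower by camera (adjusted p = 1.26e-18), with adjusted p = 0.234 with an estimated correlation. All 34 genes of fatty acid beta-oxidation had lower means (median -0.83, adjusted p = 2.73e-10 by camera, adjusted p = 0.269 with an estimated correlation). None of them passed limma over all genes (6 adjusted over the list alone, 27 at an unadjusted p under 0.05, 15 by the methods' Bayesian test, 0 by the methods' unequal-variance test after adjustment). The acyl-CoA synthetase Acsm1, for example, stood at -2.20 (adjusted p = 0.0344).

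Markers of the proximal tubule moved with these genes. All 41 measured had lower means (median -1.24, adjusted p = 9.10e-12 by camera, adjusted p = 0.261 with an estimated correlation), and their mean log2 level was 6.90 to 8.89 in day 5 mice and 9.24 to 9.71 in uninjured mice. The calls were the urate transporter Slc22a12 and Hpd, an enzyme of tyrosine breakdown (at least 1.16-fold lower, adjusted p = 0.00624), and 3 were called when adjusted over the list alone. Slc10a2, a bile acid transporter, fell by 1.88 (SE 0.28, adjusted p = 0.00761), and Slc16a4, a monocarboxylate transporter, by 1.83 (SE 0.23, adjusted p = 0.00580). With day 5 FSGS replicate 3 left out, 40 respiratory chain genes, 15 of beta-oxidation and 10 tubule markers were called. With each of the other 7 arrays left out, 0 of the first 2 lists and at most 1 tubule marker were. Uqcrfs1, Ndufa6, Hpd, Slc10a2 and Slc16a4 lost their calls without each of these 7 arrays (adjusted p up to 0.0360).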

GO terms enriched in downregulated genes predominately clustered into metabolism related categories such as *mitochondrion*, *fatty acid metabolic process*, *oxidoreductase complex* and *cellular respiration* which may indicate decreased metabolic activity (Fig 3, S2 Table). 

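Of 37 measured genes of glutathione synthesis, recycling and conjugation, 34 had a lower mean in day 5 CoRL, with a median log2 change of -0.77. The conjugating enzyme Gsta1 stood at 9.65 ± 0.27 in uninjured and 7.64 ± 1.33 in day 5 CoRL (log2 level, SD, n = 4 mice), a change of -2.01 (SE 0.58, adjusted p = 0.0526 from limma). The list was lower by camera (adjusted p = 3.82e-07), with adjusted p = 0.246 with an estimated correlation. No gene of it was called by limma over all genes or adjusted over the list alone, while 25 were lower at an unadjusted p under 0.05, 10 by the methods' Bayesian test and 0 by the methods' unequal-variance test after adjustment. Markers of the proximal tubule were lower than in every uninjured mouse in all 4 day 5 mice, and put these 4 in the same order as the glutathione genes, with day 5 FSGS replicate 3 highest and replicate 4 lowest. Glutathione gene calls were 9 without day 5 FSGS replicate 3 and 0 without each of the other 7 arrays.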

Interestingly, *glutathione metabolic process* was also enriched among downregulated genes indicating oxidative stress may play a role in the response of CoRL to podocyte ablation.

**Fig 3:**
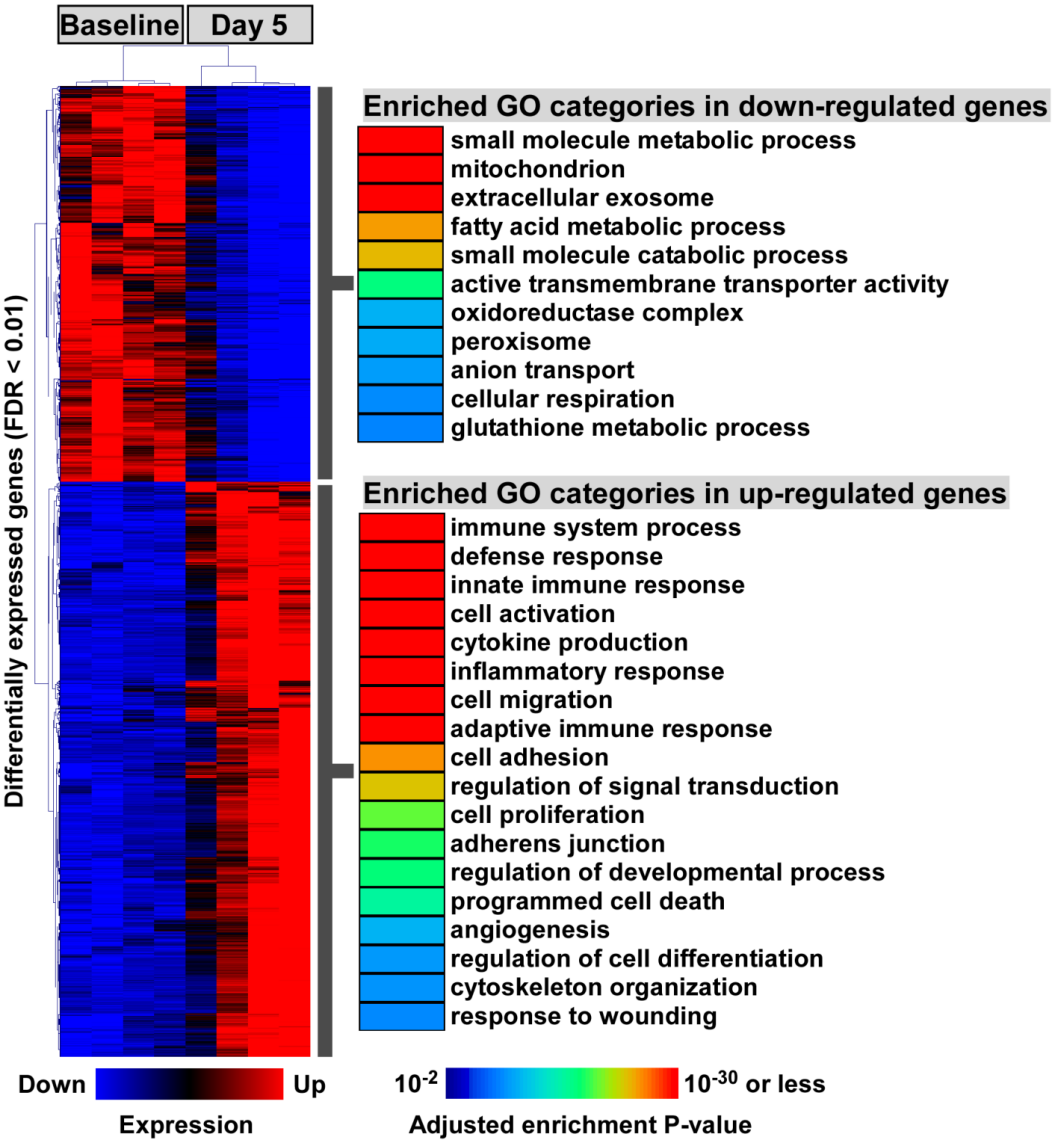
Functional enrichment of GO annotations among differentially expressed genes reveals major themes of immune, repair, and metabolism-related processes. Two dimensional hierarchical clustering of differentially expressed genes (FDR ≤ 0.01) identified two distinct expression patterns following podocyte ablation. GO terms enriched in downregulated genes (upper section) predominately cluster into various aspects of cellular metabolism. GO annotations enriched among upregulated genes (lower section) display a range of functional categories covering immune response, cell migration and cell differentiation.

Conversely, GO term enrichment among upregulated genes clustered into two broad classifications, namely immune-related processes and remodeling/reparative processes (Fig 3, S3 Table). 

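Genes of antigen presentation and of immune receptor signalling were higher in day 5 CoRL. Of 35 measured antigen presentation genes, 20 rose and 15 did not pass the test (28 adjusted over the list alone), with a median log2 change of 1.52. H2-DMb1 and H2-DMa, which load peptides onto MHC class II, rose 7.36-fold and 6.76-fold (adjusted p = 0.00375 and 0.00609 from limma), and the immunoproteasome subunit Psmb9 rose 5.05-fold (adjusted p = 0.00338). All 36 genes of Fc and other immune receptor signalling had higher means (median 2.13), and 16 of them rose (33 adjusted over the list alone). These include the GTPase activator Arhgap9 (12.6-fold, SE of the log2 change 0.39, adjusted p = 0.00375) and the lectin receptor Clec4a3 (9.45-fold, adjusted p = 0.00654). Of 27 complement genes, 6 rose (10 adjusted over the list alone, where 1 was lower), among them C1qa, C1qc (8.82-fold, adjusted p = 0.00629) and the complement receptor subunit Itgax (8.16-fold, adjusted p = 0.00168). Their median of 0.12 (0.21 without uninjured replicate 2) was below their mean of 0.79 and turned to -0.12 with 75th percentile scaling, against -0.52 for all genes.

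Cell type markers of phagocytes moved with these genes. All 35 measured macrophage and monocyte markers had higher means, with a median log2 change of 2.47, and 19 rose (32 adjusted over the list alone). The fractalkine receptor Cx3cr1 rose 9.94-fold (SE of the log2 change 0.33, adjusted p = 0.00338) and the mannose receptor Mrc1 9.14-fold (SE 0.49, adjusted p = 0.00844). Of these markers 15 are in other lists used here and 17 in S1 Table, and 19 were detected in all 4 uninjured mice. Of 24 dendritic cell markers, 8 rose (13 adjusted over the list alone, median 1.30). The 5 lists were higher by camera, at an adjusted p of 5.17e-22 for antigen presentation, 6.43e-24 for receptor signalling, 0.00363 for complement, 2.47e-24 for macrophage markers and 1.62e-10 for dendritic cell markers, each with adjusted p = 0.184 with an estimated correlation. The calls in these 5 lists were 25, 33, 10, 32 and 12 without day 5 FSGS replicate 3, and without each of the other 7 arrays at most 3, 1, 1, 2 and 1, all 0 without day 5 FSGS replicate 1. In the authors' table the log2 change of Arhgap9 was 1.95. Of the genes named, Itgax lost its call without that last array alone (adjusted p = 0.0114). Cx3cr1, Mrc1, C1qc, Clec4a3, H2-DMa and H2-DMb1 lost theirs without each array but day 5 FSGS replicate 3 (up to 0.0338), as did Psmb9 and Arhgap9 but for 1 array more, day 5 FSGS replicate 2 and uninjured replicate 4 (up to 0.0206).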

Examples of the former group included *immune system process*, *cytokine production*, *inflammatory response* and *adaptive immune response* with examples of the latter including *cell activation*, *cell migration*, *cell adhesion* and *cell proliferation*. Additionally, clusters which may indicate a transdifferentiation-like phenotype, such as *regulation of developmental process* and *regulation of cell differentiation*, were also highly enriched in the upregulated genes. Collectively, these data indicated that CoRL undergo profound transcriptional alterations in response to abrupt podocyte ablation and that these changes may promote CoRL-mediated repair as well as transdifferentiation/migration.

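Genes of the actin cytoskeleton and cell migration were higher in day 5 CoRL, with a median log2 change of 1.31 over 52 measured genes. Of these, 9 rose and 43 did not pass the test (36 higher and 2 lower when adjusted over the list alone). The calls include Was and Vav1, which signal to actin in blood cells, and Myo1f, a motor protein of leukocyte migration (7.36-fold, SE of the log2 change 0.44, adjusted p = 0.00836 from limma). Of 33 genes of the extracellular matrix and of TGF-beta response, 7 rose (12 adjusted over the list alone, median 0.81). Tgfbi, a matrix protein induced by TGF-beta, rose 9.70-fold (SE 0.42, adjusted p = 0.00590), the metalloproteinase inhibitor Timp2 5.07-fold (adjusted p = 0.00497) and the collagen chain Col5a1 at least 1.12-fold (adjusted p = 0.00988). Both lists were higher by camera (adjusted p = 6.05e-17 for actin and 2.28e-09 for matrix), both with adjusted p = 0.184 with an estimated correlation.

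Markers of other cells of the kidney were measured beside them. Macrophage markers moved the same way as the actin and matrix genes. Fibroblast markers had a median of 0.58 over 15 genes and endothelial markers of 0.35 over 23 (adjusted p = 0.00452 and 0.0105 by camera, adjusted p = 0.285 and 0.502 with an estimated correlation). None of either list was called by limma, with 6 and 4 higher and 1 and 0 lower at an unadjusted p under 0.05, 5 and 0 by the methods' Bayesian test and 0 by the methods' unequal-variance test after adjustment. Col3a1, a fibrillar collagen, stood at 1.71 (adjusted p = 0.0450), and Kdr, a receptor of endothelial cells, was detected in no uninjured mouse and in 2 day 5 mice (adjusted p = 0.180). Endothelial markers were no longer called without uninjured replicate 4 (adjusted p = 0.0737) or day 5 FSGS replicate 3 (median 0.051, adjusted p = 0.304), the array with the highest level of them, nor with array weights (0.166), probes detected on all arrays of a group (0.219) or on at least 3 arrays (0.0842), fry (0.316) or unshared members (0.0503). The fibroblast median was 0.32 without day 5 FSGS replicate 4, and the call ended with probes detected on all arrays of a group (0.0528) and unshared members (0.633). Leaving out day 5 FSGS replicate 3 gave 39 actin, 16 matrix and 3 fibroblast calls, and leaving out each of the other 7 at most 0, 1 and 0. Col5a1, Myo1f, Tgfbi and Timp2 lost their calls without each of these 7 arrays (adjusted p up to 0.0366).

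From the enrichment of GO terms, metabolic among the genes that were lower and immune, reparative and developmental among those that were higher, the paper concludes that the transcription of CoRL is altered profoundly once podocytes are depleted. It proposes that the changes may promote repair, migration and transdifferentiation of CoRL.

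**Figure D1:**
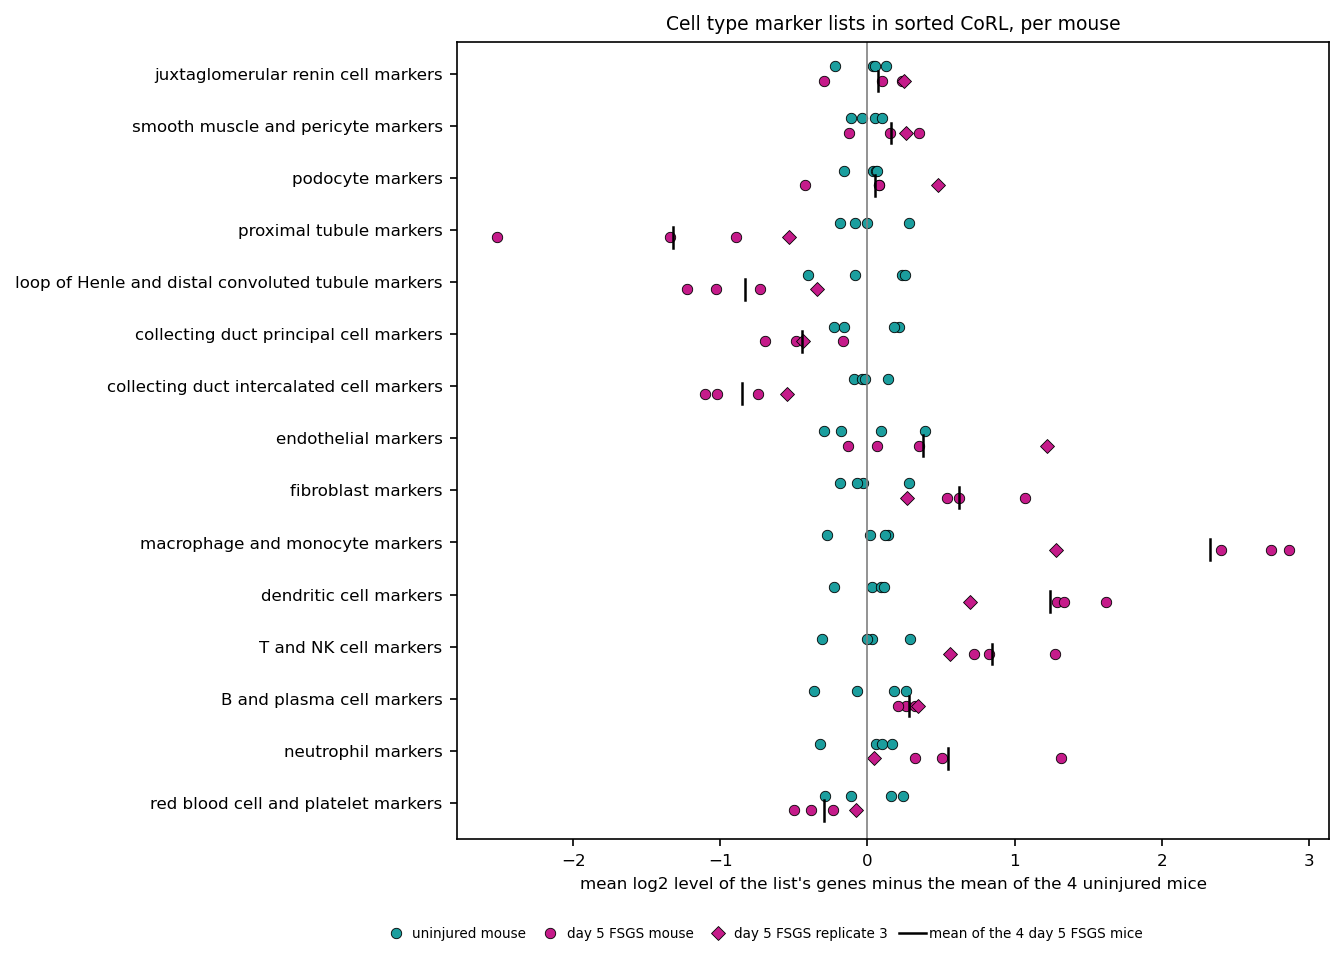
Mean log2 level of the genes of each cell type marker list in each mouse, minus the mean of the 4 uninjured mice. Teal circles are uninjured mice, magenta circles day 5 FSGS mice and the diamond day 5 FSGS replicate 3, and the black line is the mean of the 4 day 5 mice. Macrophage and monocyte markers lie above the uninjured mice in all 4 day 5 mice, and proximal tubule markers lie below them in all 4.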

### Podocyte ablation suppresses metabolic activity and activates immuno-modulatory processes in CoRL

To gain a broader overview of pathways and processes differentially activated in CoRL following podocyte ablation, we applied Gene Set Enrichment Analysis (GSEA) to the available microarray dataset. Unlike GO, which is based on annotation of genes (and not biological pathways), and is limited to the subset of differentially expressed genes, GSEA exploits the entire transcriptome to identify enriched pathways derived from curated and canonical knowledge bases. We conducted GSEA by utilizing the combined *Hallmark* and *Canonical Pathways* datasets from MsigDB (Broad Institute; http://software.broadinstitute.org/gsea/msigdb) [27]. These databases represent well-defined biological states and curated pathways from KEGG, Reactome and Biocarta (amongst others), thereby providing a comprehensive and biologically meaningful collection of cellular processes, and signaling cascades. We identified many enriched pathways using GSEA, and applied network-based visualization to summarize the results (Fig 4).

**Fig 4:**
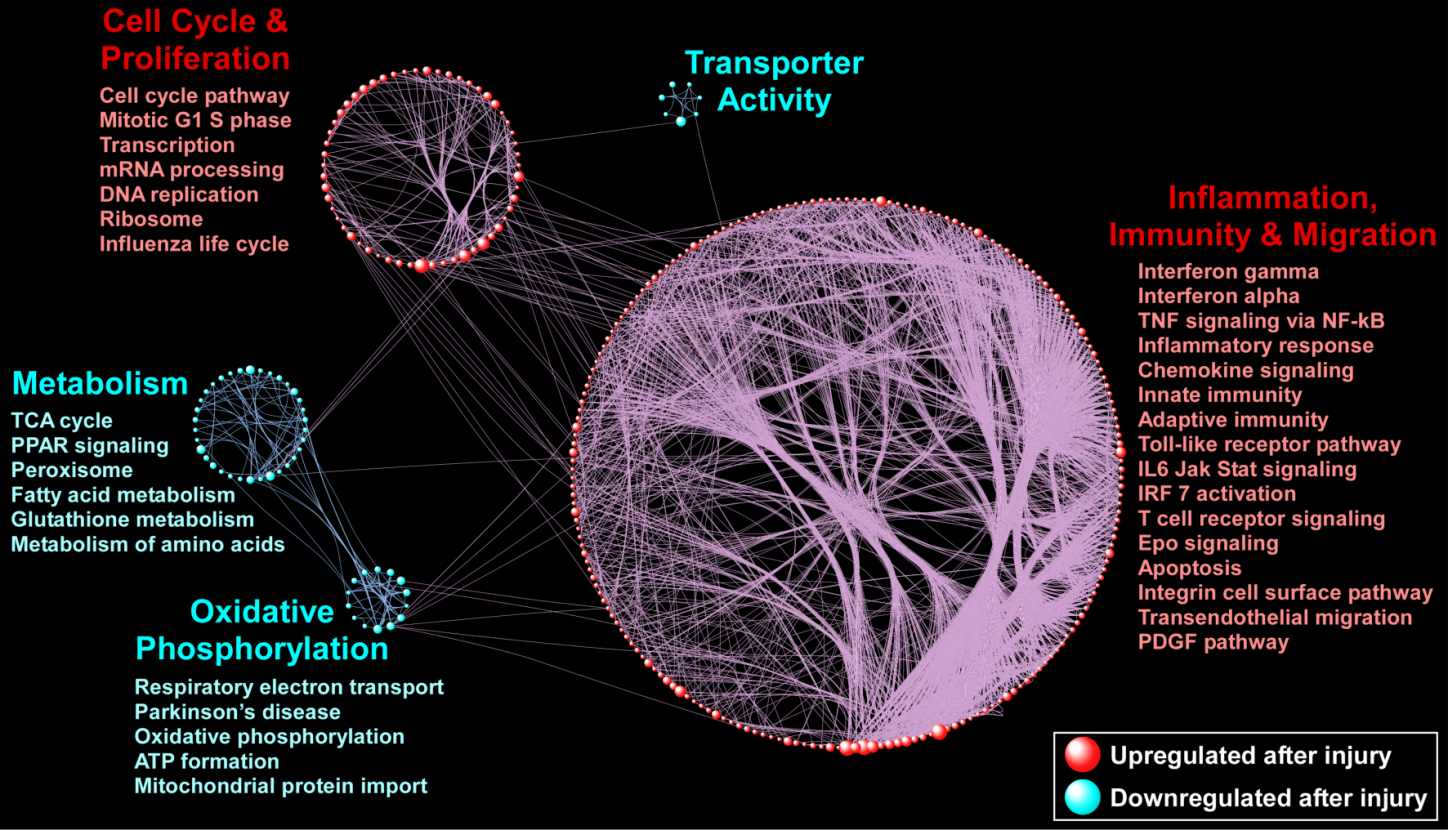
Visual summary of enriched pathways in CoRL following podocyte ablation. A gene set was considered upregulated if the expression of most of its member genes increased after injury, whereas downregulated gene sets were those with decreased gene expression. In the figure, each sphere designates an enriched pathway (red indicates upregulation and blue indicates downregulation at FDR ≤ 0.01). The size of each sphere (gene set) is proportional to the number of its members. Since pathways share many common genes, connectivity lines have been used to link these relationships and define the topology of the enrichment network. Note that gene sets with dense connections aggregate with each other due to overlap among member genes, defining larger biological “modules”. Selected gene sets have been labeled for these modules. Full list of enriched pathways is available in S4 and S5 Tables.

Similar to the functional annotation clustering of GO analysis, we found that metabolism-related processes dominate the significantly downregulated gene sets (FDR ≤ 0.01). These pathways encompassed diverse metabolic processes including *oxidative phosphorylation*, *TCA cycle*, *fatty acid metabolism* and various amino acid pathways in conjunction with pathways that regulate reactive oxygen species such as *glutathione metabolism*. In contrast, GSEA revealed a large, highly interconnected module comprised primarily of upregulated immune-inflammatory pathways including interferon signaling, *TNFα signaling via NF-κB*, *IL6-JAK-STAT signaling* as well as multiple chemokine signaling pathways. Furthermore, various cell cycle, transcription, and translation pathways were also significantly upregulated in day 5 CoRL compared to baseline. 

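Genes of the TCA cycle and of branched-chain amino acid breakdown were lower in day 5 CoRL. Of 26 measured TCA cycle genes, 24 had a lower mean, with a median log2 change of -0.75. Sucla2, a subunit of succinyl-CoA synthetase, stood at 9.93 ± 0.11 in uninjured and 8.54 ± 0.74 in day 5 CoRL (log2 level, SD, n = 4 mice), a change of -1.39 (SE 0.33, adjusted p = 0.0280 from limma). For the breakdown of branched-chain amino acids, 28 of 29 genes had a lower mean (median -0.90). Markers of the loop of Henle and the distal convoluted tubule moved the same way, 21 of 22 with a lower mean (median -0.73), as in Egf, which these tubules secrete (-2.48, SE 0.61, adjusted p = 0.0328). By camera the adjusted p was 8.27e-08, 5.15e-09 and 7.43e-06 for these 3 lists, with adjusted p = 0.261, 0.261 and 0.246 with an estimated correlation.

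None of these genes was called by limma over all genes, with 1, 5 and 0 lower when adjusted over the list alone. At an unadjusted p under 0.05, 20 TCA cycle genes, 23 of amino acid breakdown and 14 tubule markers were lower and 1 tubule marker higher. The methods' Bayesian test called 7, 11 and 8 lower, and the methods' unequal-variance test after adjustment 0. When day 5 FSGS replicate 3 was left out limma called 15, 17 and 5, and 0 when any other array was. Over the 35 ways to split the 8 mice into 4 and 4, the number of lists called, 34, was reached by 3 splits, so a chance division of the mice was not excluded by this count for the lists as a whole.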

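Genes of the interferon response were higher in day 5 CoRL, with a median log2 change of 1.40 over 51 measured genes. Of these, 20 rose and 31 did not pass the test (36 adjusted over the list alone). The antiviral enzyme Oas2 rose 8.52-fold (SE of the log2 change 0.43, adjusted p = 0.00687 from limma) and the ADP-ribosyltransferase Parp14 8.11-fold (SE 0.48, adjusted p = 0.00903). Of 40 TNF and NF-kB target genes, 5 rose (21 adjusted over the list alone, median 1.02), including the signalling adaptor Traf1 (5.44-fold, adjusted p = 0.00683), the dendritic cell antigen Cd83 (4.44-fold, adjusted p = 0.00530) and Tnfaip3, an inhibitor of NF-kB (4.24-fold, adjusted p = 0.00766). Of 34 cytokine receptor and JAK-STAT genes, 5 rose (11 adjusted over the list alone, median 0.94), among them the receptors Il10ra (5.60-fold, adjusted p = 0.00560), Ifnar2 (2.07 on the log2 scale, adjusted p = 0.00168) and Csf2ra (3.32-fold, adjusted p = 0.00781).

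Of 45 chemokines and chemokine receptors, 3 rose, Cx3cr1, Ccl9 (12.4-fold, SE of the log2 change 0.53, adjusted p = 0.00753) and Ccl3 (3.30-fold, adjusted p = 0.00338), and 14 passed when adjusted over the list alone (median 0.59). Of 29 Toll-like receptor signalling genes, 7 rose (13 adjusted over the list alone, median 1.10), such as Ly86 (9.13-fold, adjusted p = 0.00812) and the lipopolysaccharide receptor Cd14 (7.08-fold, adjusted p = 0.00901). Markers of T and NK cells moved with these lists (median 0.46 over 29 genes, mean 0.85). Of these, Cd3g, a chain of the T cell receptor complex, rose at least 1.52-fold (adjusted p = 0.00405), 5 passed when adjusted over the list alone, and 1 was detected in all 4 uninjured mice. By camera the adjusted p was 2.47e-24 for interferon, 3.32e-13 for TNF, 1.43e-10 for JAK-STAT, 1.11e-06 for chemokine, 2.00e-10 for Toll-like receptor and 9.95e-08 for T and NK cell genes, each with adjusted p = 0.184 with an estimated correlation. The calls in these lists numbered 34, 20, 16, 14, 16 and 6 without day 5 FSGS replicate 3, and without each of the other 7 arrays at most 2, 1, 2, 1, 0 and 1. Among the arrays left out singly, only day 5 FSGS replicate 1 ended the call of Ifnar2 (adjusted p = 0.0114). Oas2, Parp14, Cd83, Tnfaip3, Csf2ra, Ccl9, Ly86 and Cd14 lost theirs without each array but day 5 FSGS replicate 3 (up to 0.0348). Besides that array, Traf1 kept its call without uninjured replicate 3, Cd3g without day 5 FSGS replicate 2, Il10ra without uninjured replicates 2 and 3, and Ccl3 without these and day 5 FSGS replicate 2 (up to 0.0277 without the others).

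**Figure D2:**
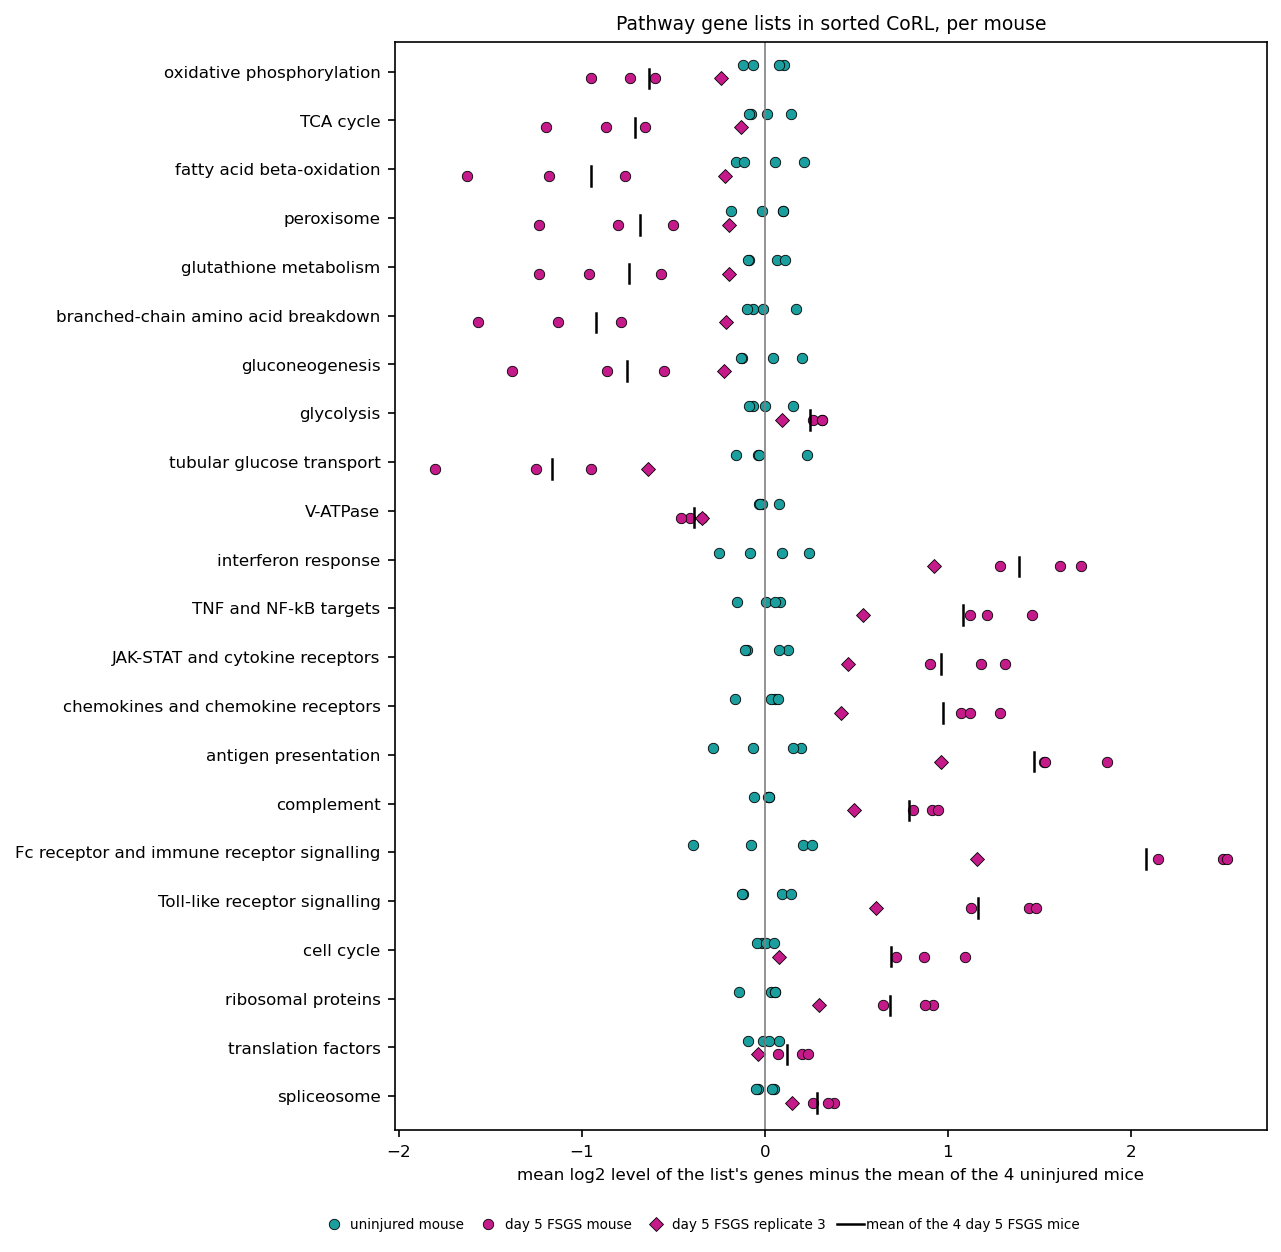
Mean log2 level of the genes of each metabolic, immune, cell cycle and RNA list in each mouse, minus the mean of the 4 uninjured mice. Teal circles are uninjured mice, magenta circles day 5 FSGS mice and the diamond day 5 FSGS replicate 3, and the black line is the mean of the 4 day 5 mice. In the interferon list all 4 day 5 mice lie above the uninjured mice, and in the oxidative phosphorylation list all 4 lie below them, with replicate 3 nearest to the uninjured mice in both.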

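Of 71 measured genes of DNA replication and mitosis, 64 had a higher mean in day 5 CoRL, with a median log2 change of 0.52. Mcm5, a subunit of the replicative helicase, stood at 6.06 ± 0.54 in uninjured and 8.55 ± 0.88 in day 5 CoRL (log2 level, SD, n = 4 mice), a change of 2.49 (SE 0.45, adjusted p = 0.0133 from limma). The mean log2 level of these genes was 5.56 to 5.65 in uninjured mice, 5.68 in day 5 FSGS replicate 3 and 6.32 to 6.70 in the other 3 day 5 mice. Macrophage markers put the 4 day 5 mice in the same order as these genes, with day 5 FSGS replicate 3 lowest. Genes of the spliceosome, which removes introns from pre-mRNA, had a median of 0.32, with 48 of 60 higher, among them Snrpg (1.31, SE 0.26, adjusted p = 0.0181). Both lists were higher by camera (adjusted p = 1.14e-10 and 5.68e-07), with adjusted p = 0.246 and 0.184 with an estimated correlation. No gene of either list was called by limma over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 34 cell cycle and 28 spliceosome genes were higher and 0 and 1 lower, the methods' Bayesian test called 17 and 2 higher, and the methods' unequal-variance test after adjustment 0. In the absence of day 5 FSGS replicate 3, 28 and 6 were called, and in that of each other array 0.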

Thematically, these pathways were not represented by annotation clustering of the GO results however their presence here may be linked to the *regulation of cell differentiation*, *cell activation* and *cell proliferation* GO categories. Regardless, CoRL display a clear phenotype constituting suppression of metabolic and mitochondrial processes and widespread activation of immune- and cell cycle-related pathways.

### HNF1-, ETS- and IRF-family transcription factors may drive changes in CoRL following podocyte loss

Transcription factors are a major control point for expression of any gene, and as such, determination of enrichment in transcription factor-specific gene sets may highlight which of these regulators play a major role in the observed phenotype. Applying GSEA using well-curated transcription factor gene sets, we found that several HNF-family transcription factors were downregulated in day 5 CoRL compared to baseline CoRL, suggesting that HNF-family transcription factors may play a role in the maintenance of the native CoRL phenotype (Table 1). Conversely, the CoRL phenotype induced by abrupt podocyte ablation may be mediated by ETS-family transcription factors with a number of gene sets for specific family members ranking in the 20 most significantly upregulated gene sets (Table 2, S6 Table). IRF-family of transcription factors were also highly ranked indicating that both ETS- and IRF-family transcription factors may mediate the phenotype observed in CoRL at 5 days post podocyte ablation.

**Table 1:** Transcription factor gene sets downregulated in CoRL at day 5 compared to baseline CoRL. NES: normalized enrichment score; FDR: false discovery rate.

NAME	NES	FDR
ERR1_Q2	-1.883	0.008
HNF1_Q6	-1.848	0.006
SF1_Q6	-1.804	0.007
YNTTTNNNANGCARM_UNKNOWN	-1.792	0.006
HNF1_01	-1.713	0.012
HNF4_DR1_Q3	-1.600	0.044
TTANTCA_UNKNOWN	-1.591	0.043

**Table 2:** Top 20 transcription factor gene sets upregulated in CoRL at day 5 FSGS compared to baseline. NES: normalized enrichment score; FDR: false discovery rate.

NAME	NES	FDR
ELF1_Q6	2.260	≤ 0.001
PEA3_Q6	2.109	≤ 0.001
ETS_Q4	2.089	≤ 0.001
IRF_Q6	2.059	≤ 0.001
YAATNANRNNNCAG_UNKNOWN	2.022	≤ 0.001
TTCYNRGAA_STAT5B_01	2.013	≤ 0.001
ELK1_01	1.992	≤ 0.001
ETS1_B	1.981	≤ 0.001
ETS2_B	1.966	≤ 0.001
PU1_Q6	1.914	5.41E-04
NERF_Q2	1.911	4.92E-04
GGARNTKYCCA_UNKNOWN	1.909	4.51E-04
YGTCCTTGR_UNKNOWN	1.905	4.16E-04
ISRE_01	1.878	4.63E-04
NFKAPPAB65_01	1.803	0.002
STAT3_01	1.786	0.002
NFKAPPAB_01	1.784	0.002
CREL_01	1.751	0.004
TEL2_Q6	1.744	0.005
NFKB_Q6	1.740	0.005

### Biological significance of transcription factor gene set enrichment

The biological impact of a given transcription factor was determined through integration of *transcription factor* and *canonical pathways/hallmark* gene sets. In this analysis, a search space was generated for baseline and day 5 CoRL composed of *transcription factor* and *canonical pathways/hallmark* which were significantly enriched according to GSEA testing (FDR ≤ 0.01 for downregulated gene sets, FDR ≤ 0.001 for upregulated gene sets). For each sample group, *transcription factor* gene set member genes were searched for in each *canonical pathway/hallmark* gene set. Member genes contained within each transcription factor/pathway intersection were filtered for significance (FDR ≤ 0.01 for baseline gene sets, FDR ≤ 0.001 for day 5 gene sets) and also for the direction of dysregulation (downregulation for downregulated gene sets, upregulation for upregulated gene sets). By utilizing only gene sets that were significantly enriched and removing nonsignificantly dysregulated genes, the resultant dataset captured biologically relevant interactions between genes, their host pathway and the putative transcription factors targeting them.

Connectivity between *transcription factor* and *canonical pathway/hallmark* gene sets were represented by Circos plots with the ribbon thickness representing the number of genes in each intersection [28]. The contingency table used to generate the plot, in addition to the intersectional gene lists for baseline intersections are available in the supplementary data **(**S7 and S8 Tables **respectively)**. In baseline CoRL, ERR1 (red ribbons) and HNF1 (green ribbons) possessed the greatest number of pathway connections and also targeted many of the same pathways (Fig 5a, S7 Table). The vast majority of pathways regulated by these transcription factors are involved in ETC and TCA-related processes (Fig 5a, S8 Table). 

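S8 Table holds 8 genes in the intersections of the ERR1 gene set with 24 pathways. All 8 had lower means in day 5 CoRL, with a median log2 change of -1.19. The 1 gene that passed limma at an adjusted p of at most 0.01 was Atp6v1a, the catalytic subunit A of the vacuolar proton pump. The highest adjusted p of the set was 0.0749. None of its genes is in the tubule marker lists used here, which name only selected markers, so tubule cells may carry these genes too. The study chose these genes on these samples, so their direction is not independent evidence. Calls numbered 7 without day 5 FSGS replicate 3, and 0 without each of the other 7 arrays.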

SF1 (purple ribbons) also appears to contribute to the downregulation of metabolic processes with connections made with a number of pathways involved in metabolite and amino acid turnover (Fig 5a, S8 Table). Despite these clear associations, only ERR1 was found to be downregulated in day 5 CoRL compared to baseline and therefore, based on this analysis, is the most likely candidate for the downregulation of CoRL metabolic processes compared to either SF1 or HNF1 transcription factors.

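The SF1 set meets 22 pathways in S8 Table with 12 genes, all with lower means in day 5 CoRL (median log2 change -1.49). The call among them was Atp6v1b1, the B1 subunit of the vacuolar proton pump, which intercalated cells carry. A set with an unassigned motif, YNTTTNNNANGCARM, had 11 genes with lower means (median -1.59) and the same call. Of the 12 and 11 genes, 4 and 3 are tubule markers by the lists used here, which name only selected markers. These genes too were chosen by the study on these samples. For each of these sets limma called 7 genes without day 5 FSGS replicate 3, and 0 without each of the other 7 arrays.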

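Esrra, which encodes ERR1, a nuclear receptor that drives mitochondrial genes, was lower in all 4 day 5 mice than in all 4 uninjured mice. Its log2 level was 8.64 ± 0.04 in uninjured and 7.65 ± 0.42 in day 5 CoRL (SD, n = 4 mice), a change of -0.98 (SE 0.20, adjusted p = 0.0177 from limma). The adjusted p ran from 0.00126 to 0.150 over all settings. It came under 0.01 with array weights (0.00520), with the methods' Bayesian test (0.00680), with normexp at an offset of 50 (0.00828), with probes detected on all arrays of a group (0.00848) and without day 5 FSGS replicate 3 (0.00126). Nr5a1, the gene of SF1, was not above background on any of the 8 arrays. Hnf4a, a nuclear receptor of tubule epithelium, stood at -1.22 (SE 0.53, adjusted p = 0.159) and at -0.68 without day 5 FSGS replicate 4, with log2 levels of 9.68 to 9.80 in uninjured mice and of 6.90, 8.47, 8.90 and 9.83 in day 5 mice.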

**Fig 5:**
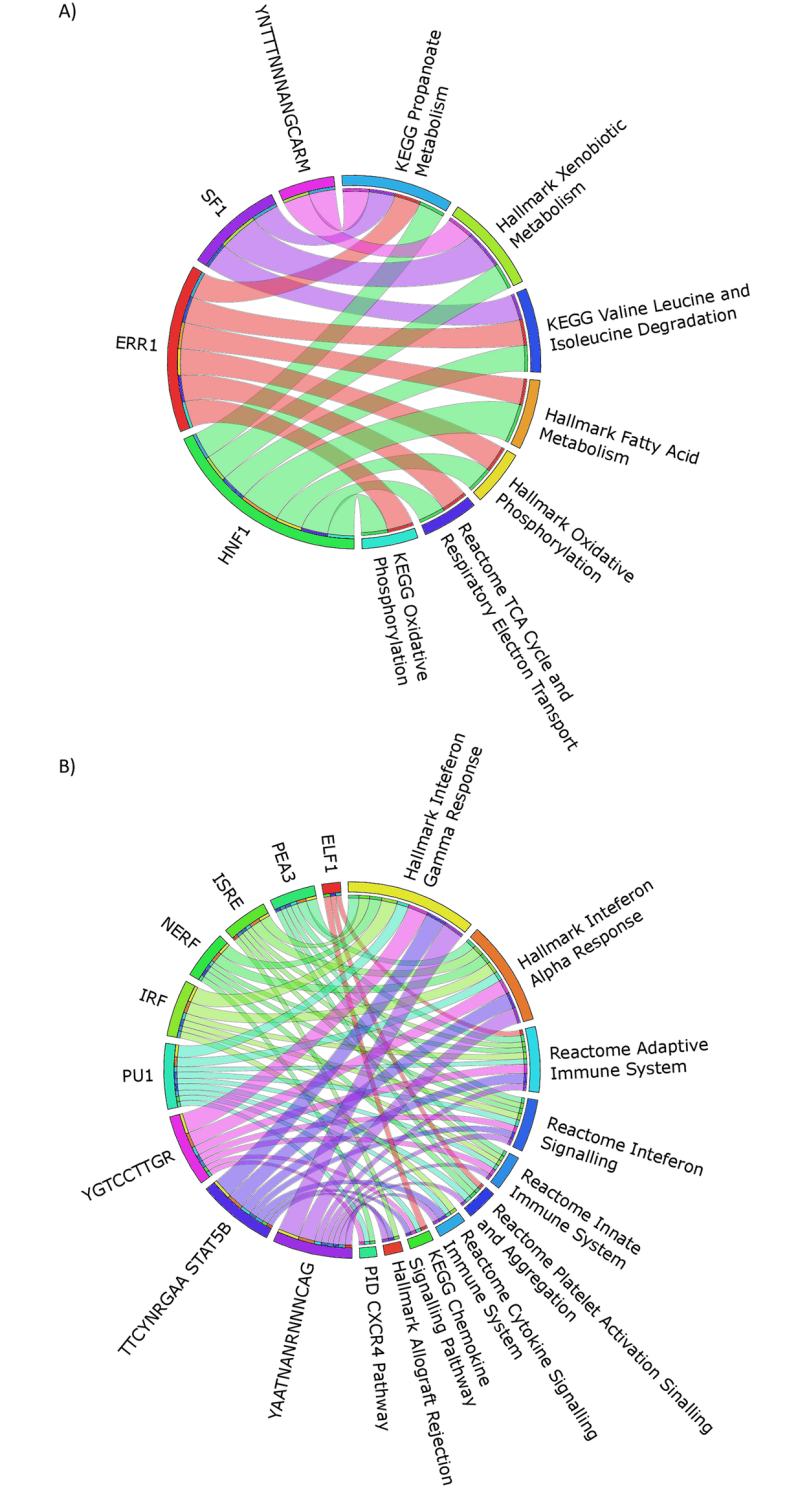
Circos plots representing interconnectivity between significantly enriched *transcription factor* and *canonical pathway/hallmark* gene sets. (A) Connection between gene sets downregulated in day 5 CoRL. Only genes and gene sets significantly downregulated (FDR ≤ 0.01) were considered. Transcription factors targeting only one pathway are not depicted. (B) Circos plot representing interconnectivity between upregulated gene sets in day 5 CoRL. Only genes and gene sets significantly upregulated (FDR ≤ 0.001) were considered. Gene set connections with fewer than four genes were discarded to afford plot simplification. Transcription factors targeting only one pathway are not depicted. Ribbon thickness represents the number of genes in the connection. The full result tables for baseline and day 5 CoRL may be found in S7 and S10 Tables respectively.

To reduce plot complexity, intersections between *transcription factor* and *canonical pathway*/*hallmark* gene sets upregulated in day 5 CoRL were filtered for connections with at least four member genes in addition to limiting gene sets and genes whose enrichment/dysregulation was highly significant (FDR ≤ 0.001). The contingency tables used to generate the plots, in addition to the intersectional gene lists for baseline intersections are available in in the supplementary data (S10 and S11 Tables **respectively)**. Here, a poorly characterized transcription factor with a YAATNANRNNNCAG recognition motif (purple ribbons) was the most connected in regards to the number of pathways targeted and the number of member genes within those connections (Fig 5b, S10 Table). Importantly, the pathways targeted by this transcription factor are representative of the phenotype indicated by GO cluster analysis and pathway GSEA, namely upregulation of various immune-related processes, cell cycle and RNA-biology (Fig 5b, S11 Table). 

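Of the 40 genes that S11 Table lists for the YAATNANRNNNCAG set, 39 were measured and all had higher means in day 5 CoRL, with a median log2 change of 2.17. At an adjusted p of at most 0.01 from limma, 20 of them rose. The calls include Psmb9, which cuts peptides for MHC class I, the myeloid factor Irf8, the receptor adaptor Arrb2 and the exchange factor Vav1. The highest adjusted p of the 39 was 0.0268. The leukocyte marker lists used here hold 3 of them. These lists name only selected markers, so leukocytes may carry more of these genes. The study took these genes from the same samples, so the count is no independent evidence. With day 5 FSGS replicate 3 left out, 37 were called, and with each of the other 7 arrays left out between 0 and 2.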

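In the IRF set, which meets 81 pathways in S11 Table, all 32 measured genes had higher means in day 5 CoRL, with a median log2 change of 1.93, and 17 rose by limma. Among the calls are Ly86, which binds the Toll-like receptor homolog RP105, and Vav1. The genes of 3 interferon regulatory factors were measured beside them. Irf5 rose 7.24-fold (SE of the log2 change 0.39, adjusted p = 0.00654) and Irf8, a factor of myeloid development, 6.21-fold (SE 0.31, adjusted p = 0.00540), each in all 4 day 5 mice. Irf7 was above background in none of the 4 uninjured mice and in 2 of the 4 day 5 mice (adjusted p = 0.0431). The set was drawn from these samples by the study and 2 of its genes are in the leukocyte lists used here, which name only selected markers. Of the set, 31 were called without day 5 FSGS replicate 3 and at most 1 without each of the other 7 arrays, and Irf5 and Irf8 lost their calls without each of these 7 (adjusted p up to 0.0274 and 0.0261).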

IRF (light green ribbons) also possessed a high degree of connectivity among the represented pathways including IFNα/ϒ pathways in addition to innate and adaptive immune system pathways (Fig 5b, S11 Table). Additionally, the PU-box transcription factor (pale blue ribbons) gene set had connections with a subset of pathways targeted by either the YAATNANRNNNCAG motif transcription factor or IRF (Fig 5b, S10 and S11 Tables). Both IRF1 and the PU-box family member SPIC are significantly upregulated in day 5 CoRL compared to baseline CoRL and may therefore be major contributors to the upregulation of immune-related processes.

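The PU-box set meets 86 pathways in S11 Table with 29 genes, all with higher means in day 5 CoRL (median log2 change 2.17), and 16 of them rose by limma. The calls include Irf8, which acts together with PU.1 in myeloid cells, Arrb2 and Vav1. Of the 29 genes, 4 are leukocyte markers by the lists used here, which name only selected markers. As for the other sets of that table, the genes were selected on these samples. The calls numbered 28 without day 5 FSGS replicate 3, at most 2 without each of the other 7 arrays, and 0 without day 5 FSGS replicate 1.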

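Irf1, an early factor of the interferon-gamma response, was higher in all 4 day 5 mice than in all 4 uninjured mice, at a log2 level of 8.24 ± 0.28 against 7.12 ± 0.47 (SD, n = 4 mice). Its change of 1.11 (SE 0.24, adjusted p = 0.0230 from limma, mean of 5 probes) did not pass the threshold of 0.01. It passed with the brightest probe alone (adjusted p = 0.00488) and with the methods' Bayesian test (0.00676), and over all settings the adjusted p was 0.00288 to 0.124. Spic, a PU-box factor of red pulp and bone marrow macrophages, was not above background on any of the 8 arrays (adjusted p = 0.0472, no fold given). Spi1, the gene of PU.1 itself, was detected in 3 day 5 mice and no uninjured mouse, at least 1.21-fold higher on day 5 (adjusted p = 0.0420).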

### Quantitative real-time polymerase chain reaction validation of microarray analysis

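Of the 73 genes of S12 Table, 72 were measured, and all had higher means in day 5 CoRL, with log2 changes from 1.16 to 3.50 and a median of 2.17. The first 4 are C1qa, a chain of complement C1q, Fcer1g, the signalling chain of Fc receptors, Vav1, a guanine nucleotide exchange factor of blood cells, and Was, which couples Cdc42 to actin in blood cells. C1qa rose 8.31-fold (SE of the log2 change 0.38, adjusted p = 0.00578 from limma) and Fcer1g 7.71-fold (SE 0.34, adjusted p = 0.00497). Vav1 rose 7.48-fold (SE 0.38, adjusted p = 0.00613) and Was 11.3-fold (SE 0.45, adjusted p = 0.00593). For each of the 4 genes all day 5 mice lay above all uninjured mice (exact permutation test, two-sided, p = 0.0286). In all, 41 of the 72 genes rose, and 7 of the 72 are in the leukocyte lists used here, which name only selected markers. The table was chosen by the study on these samples and is not independent evidence of direction. Leaving out day 5 FSGS replicate 3 gave 70 calls among the 72, and leaving out uninjured replicates 1 to 4 gave 3, 2, 3 and 3. Leaving out day 5 FSGS replicates 1, 2 and 4 gave 0, 3 and 2, and the 4 named genes lost their calls without each of these 7 arrays (adjusted p up to 0.0268). Other settings gave up to 72 calls, among them array weights and the methods' Bayesian test, and 0 with the methods' unequal-variance test after adjustment.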

From the integrated analysis of transcription factor and canonical pathway gene sets, the top 4 most upregulated genes were chosen for validation of the microarray data by qRT-PCR. These genes, namely, Complement C1q A Chain (C1QA), Fc Fragment Of IgE Receptor Ig (FCER1G) Vav Guanine Nucleotide Exchange Factor 1 (VAV1) and Wiskott-Aldrich Syndrome (WAS) were all confirmed to be significantly upregulated (Fig 6).

**Fig 6:**
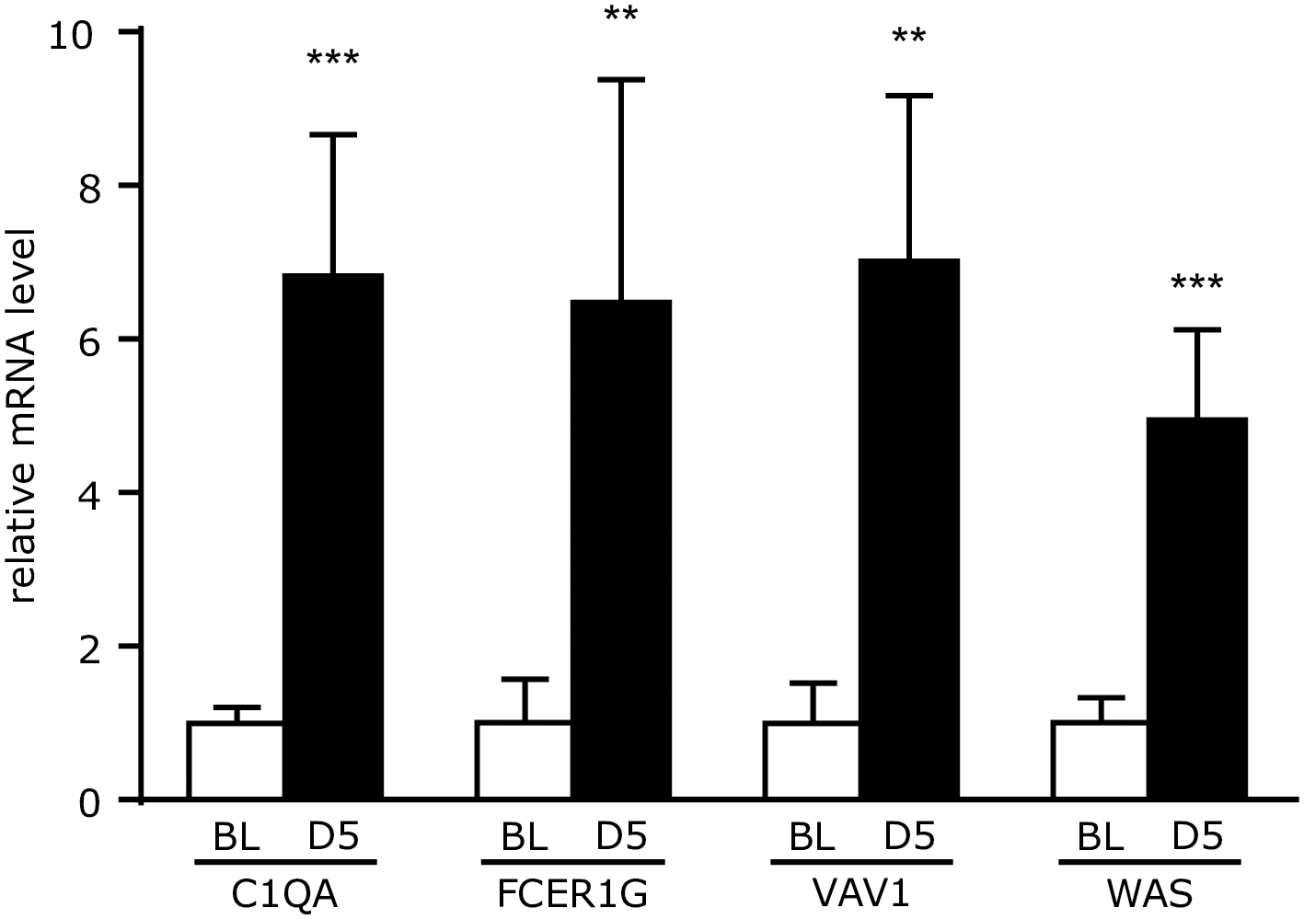
Confirmation of gene expression changes returned from integrated analysis. Expression levels for the top 5 genes returned from the integrative analysis are, as in the microarray, significantly upregulated.

## Discussion

Cells of renin lineage (CoRL) are unique kidney cells which are an essential part of the juxtaglomerular apparatus and the renin-angiotensin system [29]. CoRL have recently garnered much interest for their propensity to act as adult podocyte progenitors following podocyte loss [8–10, 30, 31]. To better understand potential mechanisms and pathways, we present an unbiased bioinformatics overview of the CoRL transcriptome following abrupt podocyte depletion.

By day 5 of experimentally-induced FSGS, widespread differential gene expression was observed in FACS isolated CoRL. Functional and gene set enrichment analysis revealed that up and downregulated CoRL genes mapped to highly distinct processes, indicating selective activation and suppression of pathways in response of podocyte depletion. We confirmed the upregulation of several genes by qPCR as a means to validate the microarray data. 

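The ELF1 set of S11 Table has 18 genes, all with higher means in day 5 CoRL (median log2 change 2.46). By limma 14 of them rose, among them C1qa, Fcer1g, Vav1, Was, Arrb2 and Irf8. Elf1 itself was higher in all 4 day 5 mice, at 8.06 ± 0.40 against 7.23 ± 0.17 on the log2 scale (SD, n = 4 mice), a change of 0.83 (SE 0.20, adjusted p = 0.0311). Other ETS-family genes stood at 0.79 for Ets1 (adjusted p = 0.0215), 0.69 for Ets2 (adjusted p = 0.0304) and 2.04 for Fli1, a factor of blood and endothelial cells (adjusted p = 0.0149). Etv6 stood at 0.39 (adjusted p = 0.504, 0.22 without uninjured replicate 3 and 0.78 without uninjured replicate 1). Gabpa stood at -0.14 (adjusted p = 0.597), with probes of opposite sign. Its change was -0.23 to -0.072 without 1 mouse and 0.032 with median scaling. Elk1 was not analysed here. The sets of ELK1, ETS1 and ETS2 in S11 Table had 16, 15 and 17 genes, all higher, of which 11, 6 and 8 rose. The study chose all these sets on these samples, and 4 of the 18 ELF1 genes are in the leukocyte lists used here, which name only selected markers. The ELF1, ELK1, ETS1 and ETS2 sets had 18, 16, 15 and 16 calls without day 5 FSGS replicate 3, and without each of the other 7 arrays at most 1, 1, 0 and 0.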

All validated genes were targets of the ELF1 transcription factor whose gene set was the most significantly upregulated in day 5 CoRL. Importantly, ELF1 gene set member genes associated with pathways regulating the actin cytoskeleton, chemokine signaling and focal adhesion; all of which are important for cellular migration and transdifferentiation [32–35]. It is therefore tempting to speculate that ELF1 may mediate CoRL-to-podocyte transdifferentiation through regulation of a core set of genes targeting the aforementioned pathways.

Conversely, the most significantly downregulated genes of negatively enriched *transcription factor* and *canonical pathway* gene sets were expectedly involved in some aspect of catabolic or anabolic metabolism including a number of ATPase subunits. This is further supported by association of ERR1 transcription factor with the top ranking genes as this transcription factor has reported roles in various metabolic processes [36, 37]. Furthermore, pathways possessing the greatest number of ERR1 targets were either mitochondria-specific or define pathologies which are thought to be predominately mitochondrial in nature such as Parkinson’s and Alzheimer’s diseases [38]. 

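All 17 genes of S9 Table had lower means in day 5 CoRL, with log2 changes from -1.99 to -0.78 (median -1.47). The first 4 are Abat, which breaks down GABA, Atp6v1b1, the glucose-6-phosphatase G6pc and the bile acid receptor Nr1h4. Of the 17, Atp6v1b1 fell by 1.64 (SE 0.26, adjusted p = 0.00937 from limma) and Atp6v1a by 1.12 (SE 0.12, adjusted p = 0.00375). Abat stood at -1.96 (SE 0.56, adjusted p = 0.0525), G6pc at -1.65 (SE 0.65, adjusted p = 0.131) and Nr1h4 at -1.59 (SE 0.54, adjusted p = 0.0872), the last 2 at -1.0 and -1.05 without day 5 FSGS replicate 4. The study chose this table on these samples, which makes it no independent evidence. Of its genes, 4 are in the tubule marker lists used here, which name only selected markers. Of the 17, 12 were called without day 5 FSGS replicate 3 and 0 without each of the other 7 arrays (adjusted p of Atp6v1b1 and Atp6v1a up to 0.0327 and 0.0206). Between 0 and 16 were called under the settings fixed in advance, 16 of them with the methods' Bayesian test, 9 with array weights and 0 with the methods' unequal-variance test after adjustment.

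Of the 20 measured subunits of the vacuolar ATPase, which acidifies lysosomes and urine, 17 had lower means (median -0.26), and the 2 named above were the calls, also when adjusted over the list alone. Markers of intercalated cells, which use this pump, moved with them, but 6 of these, Atp6v1b1 among them, are also in other lists. All 17 markers measured had lower means (median -0.69). Their calls were Atp6v1b1, the anion exchanger Slc4a1, which fell by 2.38 (SE 0.36, adjusted p = 0.00781), and the ammonia channel Rhbg, which fell by 1.90 (SE 0.27, adjusted p = 0.00743, and -0.69 in the authors' table), and 5 passed when adjusted over the list alone. By camera the adjusted p was 0.00162 for the ATPase and 6.59e-06 for intercalated cell markers, both with adjusted p = 0.184 with an estimated correlation. The ATPase list was no longer called with median scaling (-0.12, adjusted p = 0.366) or 75th percentile scaling (-0.46, adjusted p = 0.115), and its adjusted p ran from 3.33e-04 to 0.366 over all settings. Leaving out day 5 FSGS replicate 3 gave 3 calls in the ATPase and 4 in the intercalated cell list, and leaving out each of the other 7 arrays 0 (Slc4a1 and Rhbg at an adjusted p up to 0.0291 and 0.0277).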

Interestingly, peroxisome and glutathione pathways were also negatively enriched (FDR ≤ 0.05) and further indicate that, at least at day 5 post podocyte ablation, CoRL no longer maintain normal metabolic functions [39–41]. 

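Of 47 measured genes of the peroxisome, which oxidizes very long chain fatty acids and makes ether lipids, 44 had a lower mean in day 5 CoRL, with a median log2 change of -0.58. Scp2, a sterol carrier and thiolase, fell by 1.32 (SE 0.20, adjusted p = 0.00853 from limma), the 1 call both over all genes and adjusted over the list alone. By camera the list was lower (adjusted p = 1.22e-07), with adjusted p = 0.269 with an estimated correlation. Markers of collecting duct principal cells were also lower (median -0.44 over 15 genes, adjusted p = 0.0210 by camera, adjusted p = 0.289 with an estimated correlation). Among these, Hsd11b2, which keeps cortisol off the mineralocorticoid receptor, fell by 1.85 (SE 0.19, adjusted p = 0.00360), and 2 passed when adjusted over the list alone. The principal cell list was no longer called without uninjured replicate 1 (adjusted p = 0.0521) or day 5 FSGS replicate 3 (0.0706), with median (0.184) or 75th percentile scaling (0.248), or with array weights (0.119), and its adjusted p was 0.00632 to 0.289 over all settings. Calls numbered 10 in the peroxisome and 2 in the principal cell list without day 5 FSGS replicate 3, and 0 without each of the other 7 arrays (Scp2 and Hsd11b2 at an adjusted p up to 0.0344 and 0.0157).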

GO analysis reflected this, albeit in more general terms, with processes pertaining to carboxylic acid catabolism, organic acid catabolism, cellular respiration, amino acid catabolism and ETC all occupying the top ranked positions.

In addition to the aforementioned metabolic pathways various RNA-related pathways including *3’ UTR mediated translational regulation*, *ribosome assembly* pathway, *translation* pathway and *metabolism of RNA* were also upregulated. Enrichment of these RNA-related pathways may indicate increased protein synthesis—a critical requirement for the preparative phases of cellular transdifferentiation [42]. 

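Of 60 measured genes of ribosomal proteins, 58 had a higher mean in day 5 CoRL, with a median log2 change of 0.71. Rpl27a rose 2.38-fold (SE of the log2 change 0.13, adjusted p = 0.00356 from limma), Rps9 2.19-fold (SE 0.14, adjusted p = 0.00580) and Rpl30 2.06-fold (SE 0.14, adjusted p = 0.00668). These were 3 of the 4 calls over all genes, and 31 passed when adjusted over the list alone. Day 5 FSGS replicate 3 had the lowest mean of the day 5 mice for these genes and replicate 1 the next, as for macrophage markers. By camera the adjusted p was 2.18e-19, with adjusted p = 0.184 with an estimated correlation. Factors of translation initiation and elongation had a median of 0.13 over 39 genes and were not called (adjusted p = 0.0844, adjusted p = 0.458 with an estimated correlation), as in Eef1b2, an elongation factor subunit (0.88, SE 0.15, adjusted p = 0.0113). Of these factors 0 passed limma over all genes or adjusted over the list alone, 10 were higher and 6 lower at an unadjusted p under 0.05, and 1 was higher by the methods' Bayesian test. Their median was 0.34 with median scaling (adjusted p = 1.85e-04) and -0.0058 with 75th percentile scaling (adjusted p = 0.00212, higher than all genes together). The adjusted p of that list was also under 0.05 without uninjured replicate 2 (0.0423) and without day 5 FSGS replicate 3 (0.0256), out of a range of 1.85e-04 to 0.458 over all settings. With day 5 FSGS replicate 3 left out, 34 ribosomal protein genes and 5 factors were called, and with each of the other 7 arrays left out at most 1 and 0. Rps9 and Rpl30 lost their calls without each of these 7 (adjusted p up to 0.0271), and Rpl27a without 5 of them, all but uninjured replicates 1 and 3 (up to 0.0186).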

The absence of these processes in the integrative transcription factor/pathway analysis does not indicate they are false positives. Rather, it is likely the result of a failure to locate significantly dysregulated genes in a given *canonical pathway* that was also a member of a given *transcription factor* gene set. That is to say, no significantly enriched *transcription factor* gene sets were found to be associated with significantly dysregulated genes in any of the aforementioned RNA-related pathways.

Collectively, the phenotype of downregulated metabolic processes and upregulated inflammation-, cell cycle- and RNA-related pathways supports the notion that following podocyte loss, CoRL may serve as a podocyte progenitor sink. The triggering, maintenance and regulation of CoRL transdifferentiation and migration likely parallels that of other cellular transdifferentiation and migration events, such as occurs during epithelial wound healing [43]. One notable difference is that the immune signaling triggered in CoRL by podocyte ablation does not necessarily result in recruitment of macrophage and other leukocytes to clear wound debris. At day 14 post podocyte ablation, we have previously shown that there is no change in recruitment of macrophages, B cells, neutrophils or activated T cells to the tuft [14].

Furthermore, as CoRL reside in the juxtaglomerular apparatus anatomically upstream of the glomerular tuft, it is unlikely that the inflammatory phenotype is a direct result of CoRL insult. Rather, these changes may be triggered in a paracrine manner via the macula densa [44] or as a retrograde signal transmitted from the microvascular endothelium [45] or the tuft mesangium [46] and may serve to trigger the migration and transdifferentiation process. Regardless, it is likely that the signal is either initiated by denuded microvasculature (in both paracrine and retrograde signaling postulates) or by secretion of signaling molecules from PTC in response to changes in urinary filtrate composition (which act in a paracrine manner via the macula densa) [47].

Decreased metabolic activity may be linked to CoRL transdifferentiation potential as stem cells are known to rely more upon glycolysis than oxidative phosphorylation for metabolic output with stemness decreasing as oxidative phosphorylation increasingly becomes the major source of ATP [48]. However, glucose transport and gluconeogenesis pathways were downregulated indicating the observed suppression of mitochondrial metabolic processes possibly extend to those concerned with the utilization and generation of glucose respectively. Despite this, mTOR, which is a major regulator of mitochondrial metabolism [49] is downregulated by ~35%, which may influence transdifferentiation as is the case in ESCs [50]. 

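Of 10 measured genes of glucose and related sugar transport in the tubule, 9 had a lower mean in day 5 CoRL, with a median log2 change of -1.26 (-0.83 without day 5 FSGS replicate 4). The fructose transporter Slc2a5 stood at 8.48 ± 0.29 in uninjured and 5.90 ± 0.97 in day 5 CoRL (log2 level, SD, n = 4 mice), a change of -2.58 (SE 0.44, adjusted p = 0.0114 from limma). Of 21 genes of gluconeogenesis, 20 had a lower mean (median -0.59), as in the glucose-6-phosphate transporter Slc37a4 (-1.74, SE 0.39, adjusted p = 0.0243). Camera gave these lists an adjusted p of 5.02e-05 and 5.05e-06, with adjusted p = 0.184 and 0.246 with an estimated correlation. Both lists ordered the 4 day 5 mice as proximal tubule markers did, which were below every uninjured mouse in all 4. Of the transport genes 3, and of the gluconeogenesis genes 11, are also in other lists used here. Over all genes limma called 0 of either, 5 and 0 adjusted over the list alone, while 8 and 13 were lower at an unadjusted p under 0.05, 5 and 3 by the methods' Bayesian test and 0 by the methods' unequal-variance test after adjustment.

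Glycolysis genes were not called as a list (median -0.076, mean 0.25 over 19 genes, adjusted p = 0.879 by camera, adjusted p = 0.889 with an estimated correlation). Their median was -0.19 to -0.050 without 1 mouse. It turned to 0.0021 among probes detected on at least 3 arrays and to 0.36 among detected members in no other list (adjusted p = 0.0899 by camera). Hk2 was the 1 glycolysis gene called over all genes, and 2 passed when adjusted over the list alone. Limma called 4 transport, 4 gluconeogenesis and 3 glycolysis genes without day 5 FSGS replicate 3, and 0 without each of the other 7 arrays.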

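Mtor, the kinase that couples nutrients to growth, was lower in all 4 day 5 mice than in all 4 uninjured mice. Its log2 level was 7.77 ± 0.33 in uninjured and 7.01 ± 0.40 in day 5 CoRL (SD, n = 4 mice). This is a change of -0.76 (SE 0.23, adjusted p = 0.0652 from limma), or -40.9% on the linear scale, as the mean of 2 probes, and it did not pass the threshold of 0.01.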

In our model, the expression of several members of the peroxisome proliferator-activated receptor (Ppar) family—master regulators of metabolism—were significantly reduced, including *Pparg* (FDR < 0.05), *Ppargc1a* (FDR < 0.001), and *Ppara* (FDR < 0.05). 

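Ppara, a nuclear receptor that induces fatty acid oxidation, stood at 6.42 ± 0.60 in uninjured and 5.26 ± 0.55 in day 5 CoRL (log2 level, SD, n = 4 mice), a change of -1.16 (SE 0.35, adjusted p = 0.0627 from limma). Its partner Ppargc1a, a coactivator of mitochondrial genes, had a change of -1.47 (SE 0.38, adjusted p = 0.0385), lower in all 4 day 5 mice. Pparg, a receptor of adipocytes and macrophages, was higher in all 4 day 5 mice than in all 4 uninjured mice, by 0.58 on the log2 scale (SE 0.13, adjusted p = 0.0266), with 3 probes from 0.01 to 1.16. None of these 3 genes passed the threshold of 0.01. Ppargc1a came under it without day 5 FSGS replicate 3 (adjusted p = 0.00339), with 75th percentile scaling (0.00962) and with the methods' Bayesian test (0.00111), which also put Ppara at 0.00709. Over all settings the adjusted p was 7.97e-04 to 0.195 for Ppargc1a, 0.00709 to 0.176 for Ppara and 0.0107 to 0.423 for Pparg.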

Singhal *et*. *al*. recently demonstrated that *Pparg* expression is downregulated in podocytes from vitamin D receptor (*Vdr*) null mice via a mechanism involving suppression of sirtuin 1 (*Sirt1*) [51]. While we did not observe downregulation of *Sirt1* in our model, *Vdr* was significantly suppressed in CoRL at day 5 post-FSGS induction (FDR < 0.01). 

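Vdr, the vitamin D receptor, was lower in all 4 day 5 mice than in all 4 uninjured mice, at 7.37 ± 0.71 against 8.57 ± 0.12 on the log2 scale (SD, n = 4 mice). Its change was -1.19 (SE 0.31, adjusted p = 0.0400 from limma). The adjusted p was 0.00325 with the methods' Bayesian test and 0.00416 without day 5 FSGS replicate 3, and 0.00205 to 0.203 over all settings. Sirt1, a deacetylase that acts on PGC-1alpha, stood at -0.32 (SE 0.16, adjusted p = 0.229), with overlapping levels in the groups. Its change was -0.41 to -0.20 without 1 mouse and 0.017 with median scaling.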

Taken together, these data suggest that dysregulation of the *Vdr*-*Pparg* network may be important in the observed suppression of metabolic pathways in CoRL following injury.

At present, there are no published methods for maintaining CoRL *in vitro*. This limits validation of the current *in vivo* findings using more targeted and mechanistic *in vitro* studies. We acknowledge that further investigation of these data and their analysis is required to gain a better understanding of the events that lead to, and mediate, the transdifferentiation and migration of CoRL following podocyte loss. We also acknowledge that this study might benefit from additional time points, although our previous studies have demonstrated that podocyte depletion with concordant microalbuminuria is well established at day 7 in this model with microalbuminuria approaching baseline levels by day 14 [14]. Furthermore, we have previously shown that migration of CoRL to the tuft occurs by day 7 post disease induction [9]. Here, day 5 may be thought of as an ‘early response time point’ where the pathological features of the model are still being established and CoRL are most active in their transcriptional response to abrupt podocyte depletion. Finally, our unbiased approach, while being comprehensive, does not identify which of the up- or down-regulated pathways play the predominant role in CoRL response to injury. Future mechanistic experiments are needed to address this important limitation.

## Conclusions

In summary, the transcriptional profile of CoRL at day 5 post-podocyte ablation indicates that these cells undergo widespread changes in cellular metabolic profile, inflammatory signaling, cytoskeletal regulation and RNA-processing. Although our findings support the model of CoRL-to-podocyte transdifferentiation, much work is still required to understand the programs that maintain CoRL plasticity and the signals that trigger their migration and differentiation.

## Supporting information

S1 Fig Sample variance boxplot and DGE summary venn diagrams. (A) Variance stabilization transformation followed by quantile normalization appropriately controls for inter-sample variance. (B) Venn diagram displaying the percentage of all genes that are either significantly or non-significantly downregulated at FDR ≤ 0.05. (C) Venn diagram displaying the percentage of all genes that are either significantly or non-significantly upregulated at FDR ≤ 0.05.
(TIF)

S1 Table Top 100 most significantly differentially expressed genes as depicted in heatmap (Fig 2b).

S2 Table Top 100 GO annotation clusters enriched among differentially downregulated genes in CoRL following podocyte ablation.

S3 Table Top 100 GO annotation clusters enriched among differentially upregulated genes in CoRL following podocyte ablation.

S4 Table Downregulated pathways in CoRL following podocyte ablation.

S5 Table Upregulated pathways in CoRL following podocyte ablation.

S6 Table Upregulated transcription factor gene sets in CoRL following podocyte ablation.

S7 Table Contingency table for Circos plot of the intersection of downregulated pathway and transcription factors. These data have been filtered according to methods.
(XLSX)

S8 Table Downregulated genes (FDR ≤ 0.01) contained within downregulated pathways and transcription factor gene sets (FDR ≤ 0.01).

S9 Table Fold change (log_2_) and adjusted p-values of downregulated genes which exist in both downregulated transcription factor and pathway gene sets.

S10 Table Contingency table for Circos plot of the intersection of upregulated pathways and transcription factors. These data have been filtered according to methods.
(XLSX)

S11 Table Upregulated genes (FDR ≤ 0.001) contained within upregulated pathways and transcription factor gene sets (FDR ≤ 0.001).

S12 Table Fold change (log_2_) and adjusted p-values of upregulated genes which exist in both upregulated transcription factor and pathway gene sets.

How the deposited data were processed for this re-analysis (not part of the article)

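The data are the transcript levels of ZsGreen-sorted CoRL from 4 uninjured mice and 4 mice on day 5 of FSGS, measured on 8 Illumina MouseRef-8 v2.0 BeadChip arrays, 1 per mouse. All 8 samples were mapped by the labels, which match the groups of the paper. The authors read the arrays and deposited 2 tables of the same 8 arrays. The first holds for each of 25697 probes an intensity on a linear scale, not normalized, and a detection p-value against the negative control beads of that array, with no software named for it. The second holds the authors' processed signal for each probe and array, on a linear scale, after variance stabilization and quantile normalization by lumi (version not given in the sources used here). Its columns rank the probes as the intensities do, and it was used as an alternative. No column belonged to a sample that could not be mapped. Gene names came from the platform's table of probes and genes, in which 23978 probes have 1 symbol, 0 have several and 1719 are unnamed here. Of the named probes 23962 matched a gene in the mouse RefSeq gene table by gene number. No genome was used.

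From the deposited intensities, log2 levels were computed with limma 3.58.1 in R 4.3.3 by neqc, which fits normexp with the background inferred from the detection p-values, adds an offset of 16, quantile normalizes and takes log2. All probes with a gene symbol were kept, as in the study, and the probes of a gene were averaged. Probes of 1 named gene, Gabpa, changed in opposite directions. On these log2 values, lmFit and eBayes compared the 2 groups with group as the only term, p-values were adjusted by Benjamini-Hochberg over 16593 genes, and genes were called at an adjusted p of at most 0.01. Single measures were compared by an exact permutation test (two-sided) over 70 arrangements. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 40 lists and called at an adjusted p of at most 0.05, and again with an estimated correlation and with fry. The lists cover energy and intermediary metabolism, immune signalling, the cell cycle, RNA and translation, migration, matrix, genes induced by tissue dissociation, and markers of 15 kinds of cells. The list members are from textbook knowledge, since the members of the study's gene sets were not used here. For the methods' Bayesian test, the formula of CyberT was rebuilt with a confidence of 10.

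The genes named in the text are those the paper names, the first 4 of S1, S9 and S12 Tables, the 12 largest rises and 12 largest falls among called genes whose groups do not overlap and that were detected on all arrays of a group, and for each list up to 3 called members with the largest change, or the strongest member where none was called. This rule and the lists were written before the files were read, but the values in the paper's tables had been seen. The abundant marker genes given with levels in the closing section were picked after their values were seen.

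The depth of an array is given by its detected probes, 5793 to 12052 in uninjured mice (median 9190.5) and 11153 to 11700 in day 5 mice (median 11510.5) at a detection p under 0.01. A dim gene is measured less precisely, and its fold is compressed by background. On simulated data built from these arrays, each gene varied independently of the others. Limma recovered 23.9%, 58.2% and 87.9% of genes changed by 1, 2 and 3 on the log2 scale, with 1 false call among 16593 genes. The changed genes were all above the median level. The methods' Bayesian test recovered 23.9%, 92.5% and 100% with 15 false calls, and the unequal-variance test 4.48%, 16.4% and 45.5% with 1. Camera recovered 20 of 20 lists shifted by 0.7 with 0 false lists. Since the simulated genes varied independently, this does not test the preset correlation where genes vary together. No pair of arrays held the same values. The replicate numbers 1 to 4 are shared by the groups but come from different mice, and the numbers did not pair the samples.

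The alternatives were no background correction, normexp with an offset of 50, scaling to a common median or 75th percentile, the authors' processed table, filters on detection, the brightest probe of a gene or each probe alone, an intensity trend with robust variances, array weights, the methods' Bayesian test and unequal-variance test, the replicate number as a block, other thresholds, other tests and members for the lists, and leaving out each mouse in turn. After the data were seen, 2 more were added: leaving out uninjured replicate 1 and day 5 FSGS replicate 3 together, and the authors' processed table with the methods' Bayesian test. Enrichment of GO terms and the GSEA gene sets of the study, the RT-qPCR, and the genes without a named probe were not analysed here. Figures were drawn with matplotlib 3.10.9.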

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

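The tests of explanations for the 3 patterns below were chosen after the results had been seen, while the counts over other divisions of the mice, the gene list tests and the omission of each mouse were planned. Of all 35 ways to divide the 8 mice into 4 and 4, only 1, the real one, gave as many called genes as 383. The highest of the others was 0. Each of the others mixes uninjured and day 5 mice, so a difference between the groups widens their spread and lowers their calls. The count alone therefore does not exclude chance for the genes. For the gene lists 3 divisions reached 34, the real one included, and the highest of the others was also 34, so chance is not excluded for their number.

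Leukocyte genes were higher in day 5 cells that had been sorted by ZsGreen fluorescence, with medians of 2.47 for macrophage and monocyte, 1.30 for dendritic cell and 0.46 for T and NK cell markers, while B and plasma cell markers were not called (0.049, and -0.37 with 75th percentile scaling) and neutrophil markers stood at 0.33 (-0.26 in that setting). A lower share of renin lineage cells would raise the markers of all other cells alike if the mix of those cells stayed the same. Proximal tubule markers were at -1.24, and at -0.86 or below in every setting, which argues against that case only. Where leukocytes replace renin lineage cells, tubule markers could fall too, so a lower share as such stays open. The renin gene itself was not analysed here. A weak uninjured replicate 1 is argued against by the macrophage median of 2.57 without it. RNA from leukocytes that passed the ZsGreen gate may account for the pattern and stays open: the T and NK cell list, of which the lowest median over all settings was 0.089 (75th percentile scaling), was higher in each. Abundant leukocyte transcripts were high in uninjured CoRL too, Lyz2 at a log2 level of 9.28 (11.68 on day 5, adjusted p = 0.0168), Cd74 at 10.36 (12.24, 0.0104), Ptprc at 8.36 (10.53, 0.0127) and Tyrobp at 10.18 (11.83, 0.00988), and of 35 macrophage markers 19 were detected in all uninjured mice, 15 are in other lists and 17 in S1 Table. A change of the renin lineage cells themselves, the reading of the paper, was not tested by this and stays open.

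Metabolic genes were lower together with tubule markers. Less tubule RNA in the day 5 samples may account for this and stays open, since the proximal tubule list lay -0.61 from the oxidative phosphorylation list in median change, and -0.35 or further below it in every setting. Tubule transcripts were abundant in uninjured CoRL despite the gate, Slc34a1 at a log2 level of 13.54 (12.37 on day 5, adjusted p = 0.104), Umod at 12.04 (11.57, 0.187) and Lrp2 at 10.18 (8.26, 0.0388), none of them past the threshold of 0.01. Dilution of all other RNA by leukocyte RNA would lower markers of other cells as far as the oxidative phosphorylation list (-0.63). The 9 detected smooth muscle and pericyte markers (median change 0.23) were 0.85 above that list (0.59 to 1.01 without any 1 mouse). The bar set for this test was the SD between the changes of these single genes, 0.86. The gap did not exceed it, so these markers do not decide. Of 23 endothelial markers, 11 were detected in all uninjured mice and 19 had a higher mean. No such bar was set for the endothelial markers, and those near background could hardly show a fall. Their median was 0.35, and 0.50 among probes detected on all arrays of a group. The lowest over all settings was 0.051, without day 5 FSGS replicate 3. For these markers, this argues against dilution that acts alone and lowers all other RNA alike. Proximal tubule markers did fall (-1.24), so dilution beside a change in the mix of other cells stays open. A lower metabolic activity of the cells themselves remains open and untested.

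Day 5 FSGS replicate 3 stood between the groups. An uninjured sample under a day 5 label is argued against by the list means. Of 34 called lists, 5 had a mean within the uninjured range in this mouse. For 26 the mean lay between that range and the other 3 day 5 mice. The lists were called with this mouse counted as a day 5 mouse, and many move together. They are thus weaker evidence than 34 separate observations. Few detected probes are argued against too, by a Dixon ratio of 0.342 for its 11153 probes among the day 5 mice. A mixture of uninjured and day 5 RNA cannot be told apart from a milder response: 4 lists lay outside the range of the other 7 mice, which a mixture does not give, but only 2 of them by more than the spread, podocyte markers at 6.81 (highest other 6.41) and endothelial markers at 7.78 (highest other 6.95), against 6.33 and 6.32 for juxtaglomerular and 5.85 and 5.84 for B and plasma cell markers. A milder injury in this mouse, a biological difference between animals, was not tested and stays open.

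In 23 of 284 groups of 4 mice, 8.10%, 1 mouse stood far from the other 3 by Dixon's ratio, where chance gives about 1 in 20. Day 5 FSGS replicate 3 was the lowest for Arrb2 (ratio 0.883), C1qc (0.862), Ccl9 (0.877), Cd83 (0.879), Etv6 (0.876), Hk2 (0.867), Mcm5 (0.848), Pla2g15 (0.876) and Sdc3 (0.883), and the highest for Hpd (0.868) and Rpl27a (0.930). Uninjured replicate 1 was the highest for Gas2 (0.968) and Itgax (0.906). Uninjured replicate 2 was the lowest for H2-DMa (0.95), Rpl30 (0.882), Tnfaip3 (0.908), the chemokine list (0.843) and the ribosomal protein list (0.873), and the highest for Ppara (0.963) and the vacuolar ATPase list (0.871). Uninjured replicate 3 was the highest for Kdr (0.833) and the lowest for the complement list (0.912), and uninjured replicate 4 was the lowest for podocyte markers (0.869).

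Further lists of genes were higher on day 5: genes induced by tissue dissociation by a median of 0.59, fibroblast markers by 0.58, endothelial markers by 0.35 and neutrophil markers by 0.33. None was called with an estimated correlation (adjusted p = 0.214, 0.285, 0.502 and 0.458). The endothelial median was 0.051 without day 5 FSGS replicate 3 (adjusted p = 0.304), the neutrophil median 0.068 without day 5 FSGS replicate 4 (0.148), the fibroblast median 0.32 without that mouse, and the fibroblast call ended with probes detected on all arrays of a group (0.0528) and unshared members (0.633).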

How the results depend on the processing

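The alternatives were fixed before the data were examined, apart from leaving out uninjured replicate 1 and day 5 FSGS replicate 3 together and the authors' processed table with the methods' Bayesian t-test, which were chosen after seeing the data. The 383 called genes kept their direction in every setting that tested them. Of the results for gene lists, 783 kept direction and side of the threshold, 65 fell short of it, 6 newly passed and 26 changed sign. For named genes these numbers were 1649, 527, 160 and 5. Each named gene called by limma had a smaller log2 change without background correction and in the authors' table, such as Arhgap9 (3.65, then 2.03 and 1.95), Rab7b (3.12, then 1.51 and 1.41), Rhbg (-1.90, then -0.76 and -0.69), Gas2 (-1.87, then -0.80 and -0.74) and Phyhipl (-1.60, then -0.71 and -0.66). The setting without background correction differs from the main one only in that step and its offset, so its smaller log2 changes follow from leaving it out. The filters on detection test fewer genes, which lowers the counts of means. For the other changes below the cause was not tested. A chip block was not run because no chip is named in the tables.

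Genes higher and lower, 317 and 66, were 611 and 204 with normexp at an offset of 50, 719 and 38 with median scaling, 579 and 446 with 75th percentile scaling, 784 and 216 among probes detected on all arrays of a group, 661 and 173 among those detected on at least 3 arrays, 554 and 107 with an intensity trend and robust variances, 973 and 481 with array weights, 993 and 645 with the methods' Bayesian t-test, 1413 and 964 at an adjusted p under 0.05, 1060 and 592 without the 2 arrays together, and 1000 and 705 with the authors' table and the Bayesian t-test. Lower genes were 126 without background correction, 116 in the authors' table, 128 probes tested alone and 36 with at least a 2-fold change. The methods' t-test called 0 and 0 after adjustment and 2023 and 1799 without. Without 1 mouse, genes higher ranged from 0 to 1207 and genes lower from 0 to 724.

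With the replicate number as a block, limma called 0 and 0 genes (2446 higher and 2433 lower at an unadjusted p under 0.05), 0 of S9 Table and 0 of S12 Table, and all 34 lists. The numbers do not pair the mice: same-numbered mice deviated with correlations of -0.0916 to 0.111, and 2 of 4 correlated best with their own number.

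Calls in S9 and S12 Tables, 2 and 41, were 6 and 68 with an offset of 50, 1 and 69 with median scaling, 8 and 69 with 75th percentile scaling, 5 and 68 among probes detected in a group, 4 and 70 on at least 3 arrays, 9 and 72 with array weights, 16 and 72 with the Bayesian t-test, 0 and 0 with the adjusted and 12 and 72 with the unadjusted t-test, 10 and 64 without the 2 arrays, and 17 and 72 with the authors' table and the Bayesian t-test. S12 Table had 68 with the intensity trend. Without 1 mouse they ranged from 0 to 12 and from 0 to 70.

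The variance on 3 components, 84.4%, was 87.0% without background correction, 85.4% with median and 88.4% with 75th percentile scaling, 87.5% in the authors' table, 88.1% and 85.8% under the 2 filters on detection, 66.8% at unit variance, 94.0% for the 1000 most variable genes, 91.9% without the 2 arrays and 85.2% to 88.6% without 1 mouse. The group difference on component 1 was 94.1 without the 2 arrays (exact permutation p = 0.1, the smallest that 3 mice against 3 allow) and 71.3 to 92.7 without 1 mouse. Genes with a lower and a higher mean were 3310 and 3654 among probes detected on all arrays of a group, where more were therefore higher. They were 4908 and 4743 on at least 3 arrays. The correlation with S1 Table, 0.642, was 0.991 without background correction, 0.867 with an offset of 50, 0.996 in the authors' table, 0.709 without the 2 arrays and 0.597 to 0.694 without 1 mouse.

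With an estimated correlation 0 lists were higher and 0 lower, at the same medians: oxidative phosphorylation -0.63, TCA cycle -0.75, beta-oxidation -0.83, peroxisome -0.58, glutathione -0.77, branched-chain amino acids -0.90, gluconeogenesis -0.59, glucose transport -1.26, V-ATPase -0.26, interferon 1.40, TNF 1.02, JAK-STAT 0.94, chemokines 0.59, antigen presentation 1.52, complement 0.12, Fc receptors 2.13, Toll-like receptors 1.10, cell cycle 0.52, ribosomal proteins 0.71, spliceosome 0.32, actin 1.31 and matrix 0.81. By fry, 32 of the 34 were called.

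Median changes that turned sign or newly passed: without background correction, translation factors 0.080 and podocytes 0.041; with an offset of 50, podocytes 0.034; with median scaling, V-ATPase -0.12 (call lost), translation factors 0.34, juxtaglomerular markers -0.0088, smooth muscle -0.052, podocytes 0.20, B cells -0.030, Gabpa 0.032 and Sirt1 0.017. With 75th percentile scaling they were V-ATPase -0.46 (call lost), complement -0.12, translation factors -0.0058, juxtaglomerular markers -0.35, smooth muscle -0.40, B cells -0.37, neutrophils -0.26 and Spic -0.17, a gene not above background on any array. In the authors' table translation factors were at 0.080 and podocytes at 0.044. Gabpa was at 0.028 among probes detected in a group and with the brightest probe, and on at least 3 arrays glycolysis was at 0.0021 and juxtaglomerular markers at -0.11. B cell markers were at -0.035 with array weights. Among detected members in no other list, glycolysis was at 0.36 and translation factors at 0.20. Without the 2 arrays juxtaglomerular markers were at -0.026 and B cells at -0.047. Without 1 mouse translation factors ranged from 0.056 to 0.20, juxtaglomerular markers from -0.027 to 0.081, podocytes from -0.23 to 0.29 and B cells from -0.045 to 0.13.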

Differences from the paper's values

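Values were set against the paper's with alternatives fixed before the data were examined, 22 for each single gene, of which 8 leave the log2 change of the genes below as it is (5 change only the test, and 3 only the choice of probes) and 14 change it. The counts below are over these 14. For 7 genes the log2 change here was larger than that of the paper's tables by more than the spread between mice. Leaving out background correction with its offset, and changing nothing else, brought all 7 within that spread. For Slc22a12 the paper's value is -1.36 and the value here -2.49, and it lay within that spread without background correction and in the authors' processed table but not in the other 12. For Arrb2 the paper's value is 1.92 and the value here 2.67, within the spread in the same 2 settings and not in 12. For Axl (the paper's value 2.08, here 2.73) and Was (the paper's value 2.27, here 3.50) the settings within it were no background correction, normexp with an offset of 50 and the authors' table, and 11 were not. For C1qa the paper's value is 2.29 and the value here 3.06, within the spread in these 3 settings and without day 5 FSGS replicate 2, and not in 10. For Atp6v1b1 the paper's value is -1.09 and the value here -1.64, within it in those 4 settings and with median scaling, and not in 9. For Esrra the paper's value is -0.60 and the value here -0.98, within it in those 5 settings and without day 5 FSGS replicate 4, and not in 8.

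The paper states that Pparg was reduced. Here it was higher on day 5 by 0.58 on the log2 scale, and higher in every setting, the lowest being 0.20 in the authors' processed table.

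The paper gives adjusted levels of significance for several genes that were not reached here with limma. Ppargc1a, at an adjusted p of 0.0385 here, is stated to pass a stricter level, which was reached at 7.97e-04 by the authors' table with the Bayesian t-test, a setting chosen after seeing the values, which gave 17 of 17 genes of S9 Table and 72 of 72 measured genes of S12 Table as called and kept 350 of the 383 genes called here. Ppara (0.0627) came under the stated level with 75th percentile scaling (0.0111), probes detected on at least 3 arrays (0.0323), an intensity trend (0.0466), array weights (0.0203), the methods' Bayesian t-test (0.00709) and without day 5 FSGS replicate 3 (0.0148), and in the settings chosen after seeing the values without uninjured replicate 1 and day 5 FSGS replicate 3 (0.0186) and with the authors' table and the Bayesian t-test (0.0150). Vdr (0.0400) came under it with the methods' Bayesian t-test (0.00325), without day 5 FSGS replicate 3 (0.00416) and with the authors' table and the Bayesian t-test, chosen after seeing the values (0.00205).

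The paper states that Irf1 and Spic were significantly higher and Esrra lower, without a level for the single gene in the text. Here all 3 lay in that direction at an adjusted p under 0.05 and not at most 0.01, the threshold at which genes were called, so for Irf1 and Spic a difference from the paper depends on the level meant, while Esrra is in S9 Table, which the study drew from genes that passed this threshold. Irf1 (adjusted p = 0.0230) came under 0.01 with the brightest probe (0.00488), the methods' Bayesian t-test (0.00676) and the authors' table with the Bayesian t-test (0.00288). Esrra (0.0177) came under it with normexp at an offset of 50 (0.00828), probes detected on all arrays of a group (0.00848), array weights (0.00520), the methods' Bayesian t-test (0.00680), without day 5 FSGS replicate 3 (0.00126), and in the settings chosen after seeing the values, without the 2 doubted arrays (0.00338) and with the authors' table and the Bayesian t-test (0.00277). Spic (0.0472) came under it only with the unadjusted t-test (0.00684) and was not above background on any array.

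The genes of S9 and S12 Tables were selected by the study at thresholds on the adjusted p. Here 2 of 17 and 41 of 72 were called with limma, 16 and 72 with the methods' Bayesian t-test, and 17 and 72 with the authors' table and that test, the last a setting chosen after seeing the values.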

Other observations

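Markers of the renin lineage itself did not move as a list. Of 16 measured juxtaglomerular renin cell markers, 9 had a higher and 7 a lower mean in day 5 CoRL (median log2 change 0.060, adjusted p = 0.564 by camera, adjusted p = 0.773 with an estimated correlation). None was called by limma, with 1 higher and 1 lower at an unadjusted p under 0.05 and 1 by the methods' Bayesian t-test. The largest change was that of Mef2c, a transcription factor (1.43, adjusted p = 0.0579). Of the 16 renin cell markers, 3 were detected in all 4 uninjured mice and 10 in any, and Ren1 and Akr1b7 were not analysed. A fall of markers near background could be missed, so the list does not show that the renin cells were unchanged. Smooth muscle and pericyte markers had a median of 0.13 over 20 genes (adjusted p = 0.253, adjusted p = 0.502 with an estimated correlation), and of 0.028 to 0.20 without 1 mouse. Of these genes, 1 was detected in all 4 uninjured mice and 12 in any. Limma called 0, with 2 higher and 2 lower at an unadjusted p under 0.05 and 2 by the methods' Bayesian t-test, and desmin (Des) stood at 1.51 (adjusted p = 0.0490). The medians of both lists turned below 0 with median scaling (-0.0088 and -0.052) and 75th percentile scaling (-0.35 and -0.40). Podocyte markers went both ways (median -0.014 over 14 genes, adjusted p = 0.914, adjusted p = 0.952 with an estimated correlation). Ptpro, a receptor phosphatase of the podocyte that macrophages also carry, rose 3.49-fold (adjusted p = 0.00700), and Mapt, which encodes tau, fell by 1.25 (adjusted p = 0.00405), the 2 calls over all genes and over the list alone. Both genes lost their calls without each mouse but day 5 FSGS replicate 3 (adjusted p up to 0.0268 and 0.0217).

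Genes induced by tissue dissociation were higher as a list (median 0.59 over 30 genes, adjusted p = 1.43e-04 by camera, adjusted p = 0.214 with an estimated correlation). The 1 call over all genes was Klf2, a flow-sensitive transcription factor, which rose 3.34-fold (adjusted p = 0.00375), and 8 were higher and 1 lower when adjusted over the list alone. Without day 5 FSGS replicate 3, 11 were called, and without each of the other 7 mice at most 1, and Klf2 kept its call without that mouse and uninjured replicate 3 (up to 0.0202 without the others). B and plasma cell markers were not called (median 0.049 over 17 genes, adjusted p = 0.137, adjusted p = 0.386 with an estimated correlation). None of them was called by limma, with 3 at an unadjusted p under 0.05 and 1 by the methods' Bayesian t-test. The joining chain gene Jchain stood at 1.36 (adjusted p = 0.259), and at 0.91 to 1.98 without 1 mouse. Neutrophil markers were called by camera (median 0.33 over 22 genes, adjusted p = 0.0293, adjusted p = 0.458 with an estimated correlation), a call that ended without uninjured replicate 2 (0.0550) or day 5 FSGS replicate 4 (median 0.068, 0.148), with median scaling (0.174), array weights (0.060), probes detected on all arrays of a group (0.0799) or on at least 3 arrays (0.0724), fry (0.240) and unshared members (0.378). Their median was -0.26 with 75th percentile scaling. None of them was called by limma, with 6 higher and 1 lower at an unadjusted p under 0.05 and 4 by the methods' Bayesian t-test, and Lcn2, which injured tubules also make, was at least 1.14-fold higher (adjusted p = 0.0621). Red blood cell and platelet markers were lower (median -0.24 over 16 genes, adjusted p = 0.0316, adjusted p = 0.208 with an estimated correlation), with Slc4a1 as the 1 call and 2 when adjusted over the list alone, and their median was -0.35 without uninjured replicate 2 and -0.14 without uninjured replicate 4. The call of the list ended without uninjured replicate 3 (0.0680) or 4 (0.0723), with 75th percentile scaling (0.0503), probes detected on all arrays of a group (0.198) and unshared members (0.70).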
